# The plasticity of the grapevine berry transcriptome

**DOI:** 10.1186/gb-2013-14-6-r54

**Published:** 2013-06-07

**Authors:** Silvia Dal Santo, Giovanni Battista Tornielli, Sara Zenoni, Marianna Fasoli, Lorenzo Farina, Andrea Anesi, Flavia Guzzo, Massimo Delledonne, Mario Pezzotti

**Keywords:** Phenotypic plasticity, Transcriptome, Grapevine

## Abstract

**Background:**

Phenotypic plasticity refers to the range of phenotypes a single genotype can express as a function of its environment. These phenotypic variations are attributable to the effect of the environment on the expression and function of genes influencing plastic traits. We investigated phenotypic plasticity in grapevine by comparing the berry transcriptome in a single clone of the vegetatively-propagated common grapevine species *Vitis vinifera *cultivar Corvina through 3 consecutive growth years cultivated in 11 different vineyards in the Verona area of Italy.

**Results:**

Most of the berry transcriptome clustered by year of growth rather than common environmental conditions or viticulture practices, and transcripts related to secondary metabolism showed high sensitivity towards different climates, as confirmed also by metabolomic data obtained from the same samples. When analyzed in 11 vineyards during 1 growth year, the environmentally-sensitive berry transcriptome comprised 5% of protein-coding genes and 18% of the transcripts modulated during berry development. Plastic genes were particularly enriched in ontology categories such as transcription factors, translation, transport, and secondary metabolism. Specific plastic transcripts were associated with groups of vineyards sharing common viticulture practices or environmental conditions, and plastic transcriptome reprogramming was more intense in the year characterized by extreme weather conditions. We also identified a set of genes that lacked plasticity, showing either constitutive expression or similar modulation in all berries.

**Conclusions:**

Our data reveal candidate genes potentially responsible for the phenotypic plasticity of grapevine and provide the first step towards the characterization of grapevine transcriptome plasticity under different agricultural systems.

## Background

Most organisms show evidence of phenotypic plasticity, that is, the ability of a single genotype to produce a range of phenotypes as a function of its environment [1]. This represents a key strategy to maximize fitness when challenged by environmental heterogeneity [2]. Moreover, sessile organisms such as plants rely on phenotypic plasticity to cope with the changing environment, so the phenomenon has a significant impact on evolution, ecology and agriculture [3-5] as well as on plant responses and adaption in the context of rapid climate change [3]. Although phenotypic plasticity is an important ecological phenomenon, the underlying genetic and molecular mechanisms remain still poorly characterized [6].

Phenotypic variation between species and organism of the same species may reflect differences in gene structure as well as differences in gene expression, but phenotypic plasticity among clones of the same genotype is likely to be much more dependent on differential gene expression in different environments [7]. The availability of high-throughput expression profiling technologies now makes it possible to analyze gene expression (activity and spatiotemporal characteristics) on a global scale, so that transcriptome plasticity can be investigated directly [7-9]. Transcriptome plasticity has recently been described in model organisms such as the fruit fly *Drosophila melanogaster *[10], the mouse *Mus musculus *[11], and the nematode *Caenorhabditis elegans *[12]. Other studies have considered the transcriptional basis of phenotypic variation in non-model organisms in the wild or under controlled environments [13-16].

Few comprehensive studies have been reported for plants cultivated in open fields, where they are exposed to multiple environmental stimuli that induce complex responses in terms of gene expression, metabolic activity, and epigenetic modifications. These studies have focused mainly on transcriptome remodeling in response to individual abiotic factors [17,18] or during a single developmental process [19]. Recently Richards *et al. *[20] analyzed the genome-wide gene expression pattern in two accessions of *Arabidopsis thaliana *and explored the correlation between gene expression and natural environmental fluctuations. This revealed that accession is an important component of transcriptional variation among individuals in the field.

Grapevine (*Vitis *spp., family *Vitaceae*) is the most widely-cultivated perennial fruit crop in the world, with 67.5 million tons of berries produced in 2011 [21]. The berries are characterized by considerable phenotypic plasticity, with the same clone showing variability within individual berries, among berries within a cluster, between clusters on a vine, and among vines in the vineyard, according to both environmental factors and viticulture practices [22]. This can be considered a burden because the berries may mature unevenly and display large interseasonal fluctuations in quality, but it also offers advantages such as the ability to adapt existing cultivars to specific growing regions and to produce different wines from the same cultivar [23].

We investigated the extent to which phenotypic plasticity in grape berries reflects underlying changes in the transcriptome by using NimbleGen microarray technology in combination with the complete grapevine genome sequence [24] to study global gene expression profiles in a single clone of *Vitis vinifera *cv Corvina cultivated in different vineyards and harvested at different developmental stages over 3 consecutive years. We monitored the transcriptomic response to seasonal changes, highlighting transcripts expressed under both normal and unusual weather conditions. We identified the component of the grapevine transcriptome that is plastic, allowing different developmental responses under diverse growing conditions. We studied the relationships among differential gene expression profiles, growing conditions and ripening parameters and identified several putative candidate genes for the definition of berry quality traits. The large-scale sampling procedure we used also allowed the identification of non-plastic genes such as constitutive housekeeping genes that provide useful references for quantitative expression analysis, and developmental markers that may be suitable for the on-field monitoring of berry ripening.

## Results

### Sampling strategy and seasonal climate analysis

*Vitis vinifera *cv Corvina clone 48 berries were harvested from different vineyards, each located in one of the three most important wine production macro-areas of the Verona region (Bardolino, Valpolicella, and Soave). The vineyards were selected on the basis of the site geographical coordinates to maximize differences in environmental conditions (altitude and soil type) and agricultural practices (training system, orientation of the rows, planting layout, vineyard age, and rootstock type) in each of the selected vineyards (Figure 1a; see Additional File 1, Table S1). Berry samples were harvested from all the vineyards on the same day and three biological replicates were taken at each of three different developmental stages (veraison - that is, the term used by viticulturists to indicate the onset of ripening -, mid-ripening, and fully-ripe). A complete list of all samples collected for this study is shown in Additional File 2, Table S2. In brief, sample names are composed by vineyard abbreviations (see Additional File 1, Table S1), followed by the indication of the harvesting year (06, 07, or 08), by the indication of the developmental stage (1, 2, or 3) and by the description of the biological replicate (A, B, or C). The berry ripening stage was verified by measuring three traditional ripening parameters (°Brix, total anthocyanin levels, and total acidity) as well as the ratio between quercetin-3-O-glucoside and quercetin-3-glucoronide, reflecting the fact that ripening Corvina berries progressively lose the former and accumulate the latter [25] (see Additional File 3, Table S3).

**Figure 1:**
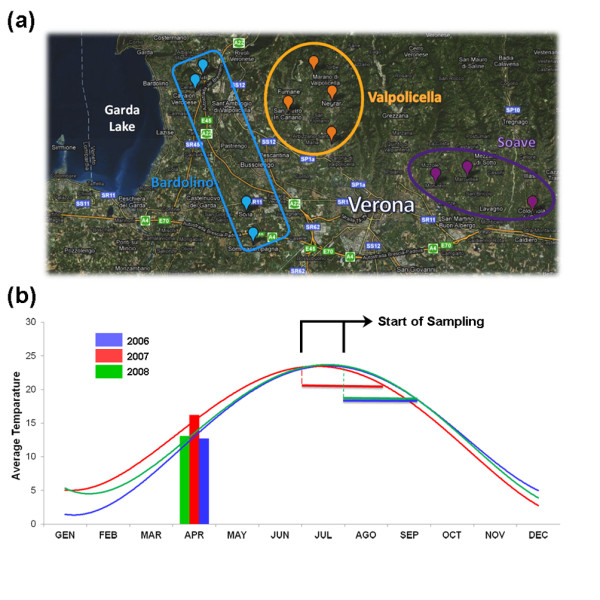
**Sampling macro-areas and temperature trends in the Verona region, Veneto, Italy**. **(a) **Sampling locations of *Vitis vinifera *cv Corvina clone 48 berries near Verona, Italy. We chose 11 different vineyards from the three most important wine production macro-areas of the region: Bardolino, Valpolicella, and Soave. **(b) **Average annual temperature trends. Temperature measurements were averaged from three recording stations located near each macro-area. The start and end point of sampling are indicated for each year.

The same sampling procedure was repeated over 3 consecutive growth years (2006, 2007, and 2008). In order to obtain samples harvested at a similar phenological phase in the 3 years, the collecting times were advanced or delayed based on seasonal climate conditions and/or agro-meteorological trends. Daily temperature recording suggested that the 2007 season experienced a much warmer spring than the 2006 and 2008 ones (Figure 1b). In a comprehensive study of the relationship between grapevine phenology and climate change in the Veneto region over the period 1964 to 2009, the early spring of 2007 was noted for the highest average temperature (with near-normal precipitation) in the entire 45-year period. The 2007 veraison-to-harvest period was nearly 2 weeks ahead of time compared to the last decade average [26].

Based on the traditional and metabolic parameters discussed above, and with the appropriate inter-annual corrections taken into account, the collected samples were considered homogenously and uniformly ripe among different vineyards and growth years at each developmental stage (see Additional File 3, Table S3).

### The impact of season climate on the berry transcriptome

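The expression data come from 171 single-color arrays in a 12-plex format, which lie on 19 slides. They cover 57 combinations of vineyard, year and developmental stage with 3 biological replicates each, and 108 of the arrays hold the berries of AM, CS, MN and PSP from the 3 years. The authors deposited the linear fluorescence intensity of every probe, quantile normalized over all arrays together and not yet averaged over the probes of a gene. The intensities ran from 9.16 to 63,131. Array medians lay between 432 and 483 over the 117,999 gene probes and between 21.0 and 44.4 over the 19,605 random control probes. Between 49.3% and 97.0% of the genes on an array (median, 74.1%) exceeded the 95th percentile of its random control probes. The probe numbers were used to rebuild 29,552 probe sets, and the expression of a gene was taken as the log2 of the mean intensity of its probes, 4 in nearly every set. Triplicates were averaged on this scale. The values carry no gene identifiers, so 5,405 probe sets were named by matching their profiles to the values in the supplementary datasets. In the 16 triplicates that span more than 1 slide, the distance between replicates (1 minus Pearson's correlation over all genes) was larger by 0.0049 across slides than within a slide (one-sided permutation test over slide assignments, p = 0.027), and 13 of the 16 differences were positive. The number of arrays limits the precision of each value.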

We used the NimbleGen 090918_Vitus_exp_HX12 microarray to investigate the Corvina berry transcriptome at three developmental stages harvested during the 2006-2008 period from four vineyards (AM, CS, MN, and PSP) chosen to maximize climatic and agricultural differences (see Additional File 1, Table S1 and Additional File 2, Table S2). The vineyards therefore represented all three of the macro-areas we considered (Bardolino, Valpolicella, and Soave) and a range of diverse environmental and agricultural parameters including three rootstock types, two altitudes, two vineyard training systems, and rows facing in different directions.

The 108-sample dataset (four vineyards, three developmental stages, three biological replicates, 3 years) was further dissected into three stage-specific 36-sample datasets (four vineyards, one developmental stage, three biological replicates, 3 years). We generated a Pearson's distance correlation matrix for each dataset to compare the transcriptome from each sample. These values were converted into distance coefficients to define the height of a dendrogram.

Berry samples collected at veraison clearly clustered in relation to the growth year and not in relation to the growing sites (Figure 2a). 

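Among the 12 vineyard-year means at veraison, the distance averaged 0.0587 between years and 0.0413 within a year, a difference of 0.0174. None of the other ways to assign the 12 means to 3 years of 4, of which there are 5,775 in all, gave a difference as large (one-sided exact permutation test, p = 0.000173, the smallest possible). Grouped by vineyard in place of year, the difference was -0.0052 (one-sided exact permutation test over 15,400 regroupings, p = 0.879). The alternative that moved the difference between years most was the restriction to genes with a mean level above the median of all genes, with a value of 0.0671 and the same p. With Ward's linkage, a tree divided into 3 groups held all 8 means of 2006 and 2008 in 1 group, AM and CS of 2007 in another, and MN and PSP of 2007 in the last. With average linkage, the same division set apart MN and PSP of 2007, each alone, and left AM and CS of 2007 with the 8 means of the other years. Of the 12 slides with veraison arrays of these vineyards, 1 held such arrays of more than 1 year, too few to compare the years within slides. Over pairs of arrays on different slides and from different vineyards, the distance was larger by 0.0165 between years than within a year (one-sided exact permutation test, p = 0.000866).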

The 2006 and 2008 seasons correlated more closely than either did to the 2007 season, indicating that the high spring temperatures in 2007 had an impact on berry development. 

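The mean distance at veraison was 0.0402 ± 0.0088 (SD, n = 16 pairs of vineyard means) between 2006 and 2008. It was 0.0586 ± 0.0169 (SD, n = 16) between 2006 and 2007 and 0.0773 ± 0.0187 (SD, n = 16) between 2007 and 2008. Within each of the 4 vineyards, the means of 2006 and 2008 were the closest pair of years. From the shorter distance between 2006 and 2008, the paper concludes that the warm spring of 2007 affected the development of the berries.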

To gain insight into the physiological and molecular factors underlying this separation between samples, we carried out a three-group Kruskal-Wallis non-parametric analysis of variance (*P *<0.01) on the complete first-stage dataset. 

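Applied to the 12 triplicate means of the veraison dataset at a P threshold of 0.01, the Kruskal-Wallis test called 647 genes. No gene had a Benjamini-Hochberg adjusted p below 0.05 in the Kruskal-Wallis test (smallest, 0.155). With 12 means this is nearly fixed beforehand, since the test cannot give a P below 0.00728 and 4,301 genes would have to reach it. Without adjustment, 7,473 genes fell below 0.05. The F test of limma on the same means called 3,670 genes at an adjusted p below 0.05, and 368 without vineyard CS, 1,270 without AM, 1,945 without MN and 2,577 without PSP. Of the 610 genes of Dataset S1 that could be matched to a probe set, 423 were among the genes called here.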

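Of the genes called between years at veraison, 320 had their highest mean in 2008 and their lowest in 2007, and 196 had the opposite order of these years with 2006 in between. A further 47 genes fell from 2006 through 2007 to 2008, and 46 rose in that order. The orders with 2008 in the middle held 26 genes, highest in 2006, and 12 genes, highest in 2007.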

Hierarchical clustering (HCL) analysis on the resulting 625 genes, whose expression profiles showed a significant difference in modulation in at least 1 year, revealed four major groups (Figure 2b; see Additional File 4, Dataset S1).

**Figure 2:**
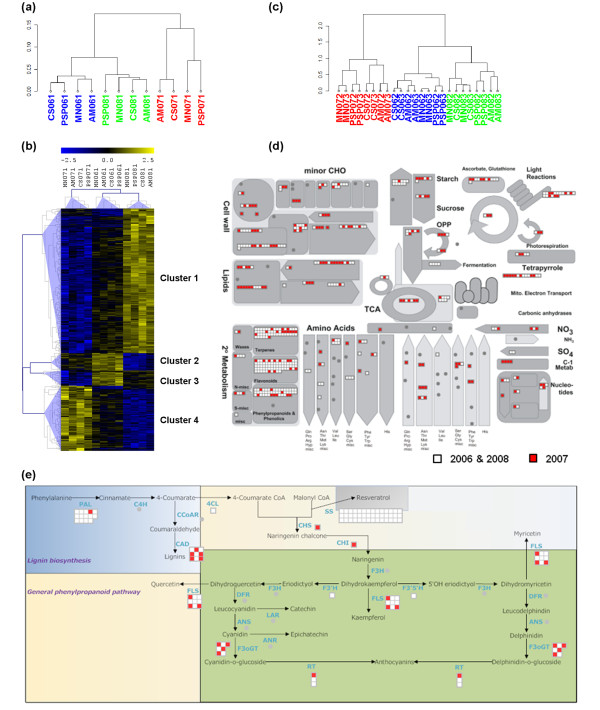
**Transcriptomic reprogramming in different climatic seasons**. **(a) **Cluster dendrogram of the first developmental stage dataset using the average expression value of the three biological replicates. Pearson's correlation values were converted into distance coefficients to define the height of the dendrogram. Sample names are composed by vineyard abbreviation followed by the indication of the harvesting year (06, 07, or 08) and by the indication of the developmental stage (1). Blue, green, and red indicate samples harvested in 2006, in 2008, and in 2007, respectively. Data are the average of the three biological replicates. **(b) **Hierarchical clustering analysis of transcripts that were differentially modulated among different seasons in first-stage samples. Kruskal-Wallis analysis of variance (*P *<0.01, three groups) was used to define transcripts whose expression is modulated in at least one growing season. Pearson's correlation distance was used as the metric to create the transcriptional profile dendrogram. Sample names are composed by vineyard abbreviation followed by the indication of the harvesting year (06, 07, or 08) and by the indication of the developmental stage (1). Data are the average of the three biological replicates. **(c) **Cluster dendrogram of the second and the third developmental stage datasets using the average expression value of the three biological replicates. Pearson's correlation values were converted into distance coefficients to define the height of the dendrogram. Sample names are composed by vineyard abbreviation followed by the indication of the harvesting year (06, 07, or 08) and by the indication of the developmental stages (2 or 3). Blue, green, and red indicate samples harvested in 2006, in 2008, and in 2007, respectively. Data are the average of the three biological replicates. MapMan software (v. 3.5) was used to visualize ripe berry genes specifically expressed in the 2006/2008 (white) and 2007 (red) growing seasons in an overview of metabolism **(d) **and focusing on the phenylpropanoid pathway **(e)**.

Cluster 1 included 373 genes showing higher expression levels in 2008 compared to low levels in 2007. Most of these genes represented the 'DNA/RNA metabolic process' functional category, including several encoding histones, pentatricopeptide proteins, DNA replication proteins, mRNA cap guanidine methyltransferases, and RNA-binding proteins. 

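The mean log2 intensity over the 363 genes of this cluster that were matched to a probe set was 10.45 ± 0.06 (SD, n = 4 vineyards) in 2006, 9.76 ± 0.18 (SD, n = 4) in 2007 and 11.27 ± 0.09 (SD, n = 4) in 2008. The paper listed these genes for a difference between years on the same arrays. On average, the genes were higher by 1.52 (log2) in 2008 than in 2007, and 251 of them fell below the P threshold in the test between years.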

The 'Transcription' functional category was also strongly represented, including genes encoding bHLH, MYB, bZIP2, and zinc finger transcription factors. The strong representation of these genes suggested a profound remodeling of the transcriptome between the growth years. We also identified stress response genes encoding two thaumatins, a metallothionein [27], and at least four senescence-associated proteins.

Cluster 2 contained 47 genes that were expressed at high levels in 2006 but at low levels in 2008. This included six genes related to hormone metabolism, four of which involved in the response to abscissic acid (ABA), which plays a pivotal role in development, adaptation to dehydration stress [28] and the production of reactive oxygen species (ROS). 

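Dataset S1 lists 45 genes in this cluster, and all of them were matched. Their mean log2 intensity was 11.94 ± 0.11 (SD, n = 4 vineyards) in 2006, 11.38 ± 0.11 (SD, n = 4) in 2007 and 10.42 ± 0.28 (SD, n = 4) in 2008. They averaged 1.52 (log2) more in 2006 than in 2008, for genes chosen on these arrays. The test between years called 29 of them.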

Given the presence of an early response to dehydration (ERD) protein and of two nudix hydrolases, which have recently been shown to maintain redox homeostasis [29], it is likely that the 2006 season was exposed to greater dehydration stress than the 2008 one.

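Of the genes that Dataset S1 groups by a difference between 2006 and 2007, 38 were matched to a probe set. Their log2 intensity averaged 11.45 ± 0.13 (SD, n = 4 vineyards) in 2006, 10.27 ± 0.34 (SD, n = 4) in 2007 and 11.02 ± 0.06 (SD, n = 4) in 2008. The mean difference between 2006 and 2007 was 1.18 (log2), for genes that were selected on the same values. Over all genes on the array, the median of this difference was -0.12 (log2).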

Cluster 3 comprised 39 genes that were expressed at significantly higher levels in 2006 than 2007. These included genes encoding three expansin proteins directly involved in cell wall expansion [30], and a xyloglucan endotransglucosylase/hydrolase (XTH), which modifies hemicellulose during wall expansion and fruit softening and therefore suggests a direct influence of the growth year condition on cell wall metabolism [31]. Cluster 3 also included four genes related to carbohydrate synthesis, encoding sucrose synthase 2, a transketolase, a phosphomannomutase, and a galactokinase.

Finally, cluster 4 comprised 168 genes expressed at significantly higher levels in 2007 than in 2008. 

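In the 164 matched genes of this cluster, the log2 intensity averaged 10.92 ± 0.09 (SD, n = 4 vineyards) in 2006, 11.65 ± 0.09 (SD, n = 4) in 2007 and 10.24 ± 0.12 (SD, n = 4) in 2008. The mean difference between 2007 and 2008 was 1.41 (log2). The test between years called 122 of these genes, which the paper selected by such a test on the same arrays.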

Interestingly, this group included genes encoding at least 10 disease-resistance proteins and heat shock factors. We also identified genes involved in the oxidative burst (two monooxygenases and a respiratory burst oxidative protein B) as well as two alcohol dehydrogenases involved in fermentative metabolism. The upregulation of these genes confirms that severe stress was imposed upon developing berries during the 2007 growing season.

Whereas the veraison berry dendrogram showed predominantly year-specific clustering, the ripening berry dendrograms were organized in a different manner (see Additional File 5, Figure S1a and S1b). 

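Over the mid-ripening and harvest means of AM, CS, MN and PSP, compared within a stage and not normalized to veraison, the distance averaged 0.0335 between years and 0.0258 within a year. The difference of 0.0077 was matched or exceeded by 5 of the 5,775 assignments of the years, the actual one included (one-sided exact permutation test, p = 0.000866). Grouped by vineyard, the difference was -0.0018 (one-sided exact permutation test, p = 0.733). In the tree of the mid-ripening means, divided into 3 groups, all 3 linkages placed AM and CS of 2007 in 1 group, PSP of 2007 alone, and the remaining 9 means together. At harvest, average and Ward's linkage joined MN and PSP of 2006 with MN and PSP of 2007.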

Year-specific modulated genes in these samples were identified by normalizing the microarray fluorescence intensity values against the corresponding veraison values, resulting in a dendrogram showing samples clustered according to the growth year (Figure 2c). This indicated that the mid-ripening and late-ripening datasets could be also screened for year-specific modulated transcripts.

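After the veraison mean of the same vineyard and year was subtracted on the log2 scale, the distance averaged 0.547 between years and 0.372 within a year. The difference of 0.176 was the largest of all assignments of the years (one-sided exact permutation test, p = 0.000173, the smallest possible). For vineyards, the difference was -0.0296 (one-sided exact permutation test, p = 0.766). The years 2006 and 2008 were 0.438 ± 0.079 apart (SD, n = 16 pairs), 2006 and 2007 0.553 ± 0.140 (SD, n = 16), and 2007 and 2008 0.651 ± 0.107 (SD, n = 16). Within 3 of the 4 vineyards, the means of 2006 and 2008 were the closest pair of years. With Ward's linkage and with complete linkage, the tree of the mid-ripening means fell into 3 groups of 4 that each held 1 year. Average linkage left the means of 2006 and 2008 and AM of 2007 in 1 group of 9. At harvest, AM of 2007 joined the means of 2006 under Ward's linkage. Among the alternatives with normalization to veraison, the difference lay between 0.153 for single probes and 0.202 without vineyard AM.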

To explore the transcriptomic differences between the mid-ripening and late-ripening samples when comparing average climate growth year (2006/2008) and the 2007 season characterized by an exceptionally warm spring, we carried out a paired two-group t-test analysis which revealed 4,775 genes showing significant (*P *<0.01) differential transcription in one of the two groups (see Additional File 6, Dataset S2). 

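The 24 veraison-normalized means were compared with limma, with the 8 combinations of vineyard and stage as blocks, and 3,767 genes had an adjusted p below 0.01 between 2007 and the mean of 2006 and 2008. Of these, 1,881 were higher and 1,886 lower in 2007, and 3,556 (94.4%) changed in the same direction in all 4 vineyards. The mid-ripening and harvest means of a vineyard and year share its vines and the veraison mean that was subtracted, so the 8 blocks are not independent, and with the stages averaged first 139 genes were called. The methods' paired t-test, at a P threshold of 0.01 without adjustment, called 5,472 genes. Single stages gave 115 genes at mid-ripening (33 higher and 82 lower in 2007) and 33 at harvest, the count farthest from that of the fit of both. Without vineyard MN the count was 1,608, without CS 1,778, without PSP 1,880 and without AM 3,226. When a gene's probes were summarized by their median, 59.6% of the called genes were higher in 2007 (1,935 against 1,311), in place of 49.9%. Of the genes called in the same direction in every vineyard, VIT_03s0088g00700 had the largest change, -5.01 (log2, standard error 0.63, adjusted p = 5.2e-05 from limma), and it was lower in 2007 in 4 of 4 vineyards, by 3.78 to 5.99. The pathogenesis-related genes VIT_05s0077g01530 (PR10; -4.78, standard error 0.75, adjusted p = 0.000298 from limma) and VIT_03s0088g00710 (PR1; -4.67, standard error 0.73, adjusted p = 0.000298 from limma) followed, each lower in 4 of 4 vineyards. At mid-ripening in 2007, PR10 and this PR1 gene lay at 4.54 to 5.24 (log2) in AM and CS. That is within the background of those arrays (95th percentile of the random control probes, 7.18 to 8.55). In MN and PSP they lay at 6.19 to 6.95, near that percentile of their arrays or above it. The sizes of these changes and their order therefore depend in part on the background. The part of Dataset S2 that could be read lists 1,263 genes specific to 2006-2008 and ends before the genes specific to 2007. Of these, 1,209 were matched, 1,206 were lower in 2007, and 571 were among the genes called here.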

After averaging the fluorescence intensity of all the samples within one group, we used MapMan [32] to visualize genes that were induced either specifically in the 2006/2008 seasons or specifically in 2007 (Figure 2d). We noted that enzymes involved in cell wall structural modifications (especially cellulose synthases, pectinesterases, and xyloglucan endotransglucosylase/hydrolases) were represented to a great extent in the 2006/2008 group, as previously observed in cluster 3 (Figure 2b), suggesting that the expression of these genes is affected by the different season climate. 

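Each of the 9 cellulose synthases in the readable part of Dataset S2 was lower in 2007 after normalization to veraison, with a median difference of -1.30 (log2, from -2.06 to -0.85), and 7 of the 9 were called. The 9 matched pectinesterases of that list were also all lower (median, -1.18, from -2.44 to -0.28), and 4 were called. For the 6 xyloglucan endotransglucosylase/hydrolases of the list, the median was -1.09 (from -1.81 to -0.73), but none was called by limma at an adjusted p below 0.01. These genes were listed by the paper for lower levels in 2007 on the same arrays. Members of these families that only the other datasets name behaved less uniformly, which can follow in part from their absence from a list of genes lower in 2007. Of 5 such pectinesterases, 3 were lower in 2007 (median, -0.44), and 1 was called in each direction. Of 4 such xyloglucan endotransglucosylase/hydrolases, 1 was lower, 1 was called as higher in 2007, and the median was 1.15. The medians of the 3 lists of Dataset S2 and of these 4 genes kept their sign under every alternative run.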

Genes with a role in amino acid metabolism were also induced in 2006/2008, indicating that the management of nitrogen-base substances is impaired under extreme temperatures. However, the major difference between the growth years involved secondary metabolism (Figure 2d), particularly the biosynthesis of phenylpropanoid derivatives in the 2006 and 2008 berries. This was indicated by the induction of genes encoding several phenylpropanoid-related enzymes (for example, phenylalanine ammonia lyase, PAL, and cinnamyl alcohol dehydrogenase (CAD), including a high number of stilbene synthases (STSs), controlling the key step for the synthesis of stilbene compounds (Figure 2e). 

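The readable part of Dataset S2 names 1 PAL, which could not be matched to a probe set, and no stilbene synthase or CAD. Dataset S9 lists 7 stilbene synthases, chosen by the paper for a rise during ripening in 2008 on these arrays, and 4 were matched. A lower rise in another year can follow in part from that choice. All 4 were lower in 2007 relative to veraison and were called between years, with a median difference of -2.71 (log2, from -2.97 to -2.50) that lay between -3.07 and -1.94 under the alternatives. Of 5 CAD genes, 4 were lower in 2007 and 1 was higher, with a median of -0.40 (from -0.78 to 0.71). No CAD gene had an adjusted p below 0.01 in the limma comparison.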

LC-ESI-MS metabolomic analysis of the same samples used for RNA extraction confirmed that phenylpropanoid-derived compounds such as stilbenes, viniferins, hydroxycinnamic acids, and the flavonoid catechins and epicatechins were less abundant in the 2007 season compared to the 2006/2008 seasons, strongly supporting the transcriptomic data (see Additional File 7, Figure S2). This suggests that the profound reprogramming of the berry transcriptome under diverse meteorological conditions includes metabolic pathways contributing to ripe berry qualitative traits, thus influencing the commercial value of the grapes.

### Adaptation of the berry transcriptome to different environments and growing conditions

We focused on the impact of different environments and growing conditions by analyzing berries from the 2008 season, which appeared to be less influenced by the climate than the other growth years (see Additional File 8, Figure S3). 

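For the 4 vineyards sampled in every year, the Kruskal-Wallis test between vineyards, with the 3 stage means of each as replicates, called 3,292 genes in 2006, 7,321 in 2007 and 938 in 2008 at a P threshold of 0.05. Single probes moved these counts most among the settings that kept the test and its threshold, to 12,768, 27,022 and 4,490. With stage as a term in limma, 6,691, 12,337 and 174 genes had an adjusted p below 0.05. The count for 2006 was 1,684 without replicate C. No test compared the counts of the years with each other.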

We extended the analysis to include all 11 vineyards (see Additional File 2, Table S2). 

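The arrays of 2008 number 99, with 9 from each of 11 vineyards, 3 per developmental stage. They are part of the same normalized set of intensities as the arrays of the other years and lie on 11 slides. Of the slides, 9 hold 2 or more vineyards, and 9 vineyards lie on 2 or more slides. All arrays of BM lie on a single slide, as do those of AM. The stages of a vineyard thus often share a slide, so lasting differences between vineyards cannot be fully told apart from those between slides. Tests between vineyards or between vineyard traits were run on 33 triplicate means, and tests between stages on single arrays. The 3 means of a vineyard share its plants and site and are not independent of each other, so for the traits the 11 vineyards set the number of independent samples. Kruskal-Wallis tests, which the paper used, were run beside limma fits in which the vineyard or the stage enters as a term.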

The resulting 99-sample dataset (11 vineyards, three developmental stages, three biological replicates, 1 year) showed a bimodal distribution of fluorescence intensity agreeing with the results of previous investigations [33]. To achieve a unimodal distribution from the whole dataset, we used k-means clustering of the log_2 _fluorescence intensities (see Additional File 9, Figure S4) applying increasing values of k until only a single cluster displayed bimodal distribution (k = 10) with a low mean expression level. We then grouped the nine unimodal clusters with high mean expression levels, allowing us to select genes providing a unimodal distribution without cutting off low-value expression data (for example, cluster 1, see Additional File 9, Figure S4). 

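With k-means clustering of the log2 profiles over the arrays of 2008 (k = 10, Pearson's correlation), the cluster with the lowest mean level held 4,024 genes at an average log2 intensity of 6.45. The other 9 clusters together held 25,528 genes, 86.4% of those on the array. With k = 8, k = 12, Euclidean distance or another summary of the probes, between 24,818 and 27,806 genes remained.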

We identified 13,752 genes with a unimodal distribution of the fluorescence signal (see Additional File 10, Dataset S3). 

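For each vineyard, an exact Kruskal-Wallis test compared 3 stages of 3 arrays among the genes kept, at a P threshold of 0.01. It called an average of 4,011 ± 1,167 genes (SD, n = 11 vineyards), from 2,103 in AM to 6,088 in BM. In all 11 vineyards, 48 genes were called. The limma F test per vineyard called 7,141 genes on average at an adjusted p below 0.01, and 5,601 with the replicate letter as a block.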

We carried out a Kruskal-Wallis test (*P *<0.01) on the reduced dataset from each vineyard to determine the number of genes that were differentially expressed during ripening and found the average number over the 11 vineyards was 8,381. Plastic genes modulated in at least one vineyard during ripening were identified by applying 11-group Kruskal-Wallis analysis to Dataset S3 (Additional File 10), resulting in a reduced set of 1,478 transcripts (*P *<0.01) (see Additional File 11, Dataset S4). 

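Over the 33 means, 370 genes fell below the P threshold of 0.01 between the 11 vineyards. No gene passed a Benjamini-Hochberg adjusted p of 0.05 in the Kruskal-Wallis test, 3,026 genes lay below an unadjusted p of 0.05, and the limma F test on the same means called 1,287 genes at an adjusted p below 0.05. The alternative that moved the count most in the upward direction was the limma fit of all 99 arrays with vineyard and stage, with 9,723 genes at an adjusted p below 0.01. Leaving out GIV, BM, VM or PSP lowered the count to 202, 211, 213 and 213, and leaving out MN raised it to 459. The part of Dataset S4 that could be read lists 1,050 genes, of which 1,034 were matched. Recomputed here, 127 of these had P below 0.01 and 831 had P below 0.05.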

The number of plastic genes appeared remarkably high (approximately 18% of the average number of modulated genes), suggesting that the ripening of Corvina berries can be modified extensively by the growing conditions. This also indicated that approximately 5% of the transcripts represented on the microarray correspond to plastic genes whose expression can vary under diverse growing conditions.

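The genes called between vineyards amounted to 1.25% of the probe sets on the array and to 9.23% of the average number of genes called between stages. At a P threshold of 0.05, they amounted to 10.2% of the array. In the readable part of Dataset S4, 138 of 1,050 genes list a P below 0.01, and the largest listed is 0.05. The shares at 0.01 and those of the paper therefore rest on unlike thresholds.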

The analysis of transcript functional categories revealed that 21% of the plastic genes were unrecognized ('No Hit') or uncharacterized ('Unknown Protein') suggesting that much remains to be learned about the genes expressed during berry development (Figure 3a). Overall, the 1,478 plastic transcripts were particularly enriched in the functional categories 'Translation', 'Nucleobase, nucleoside, nucleotide and nucleic acid metabolic process', 'Regulation of gene expression, epigenetic', and 'Transport' (see Additional File 12, Figure S5). In particular, at least 86 ribosomal proteins were found in the DNA/RNA metabolic process category (Figure 3b), suggesting that transcriptome reprogramming during ripening involves a shift in protein synthesis. 'Transcription factor activity' function is also well represented, for example, 30 zinc finger genes, including C(2)H(2)-type proteins that regulate stress and hormone response pathways [34] and many C3HC4-type RING zinc fingers that also play a role in abiotic stress responses [35,36]. We also identified at least eight members of the MYB transcription factor family (see the heat map in Figure 3c, which shows the expression profiles among vineyards and during ripening). Some members of the MYB family have been shown to regulate secondary metabolism in grape berries [37,38] as well as drought, salinity, and cold stress in Arabidopsis and rice [35,39].

**Figure 3:**
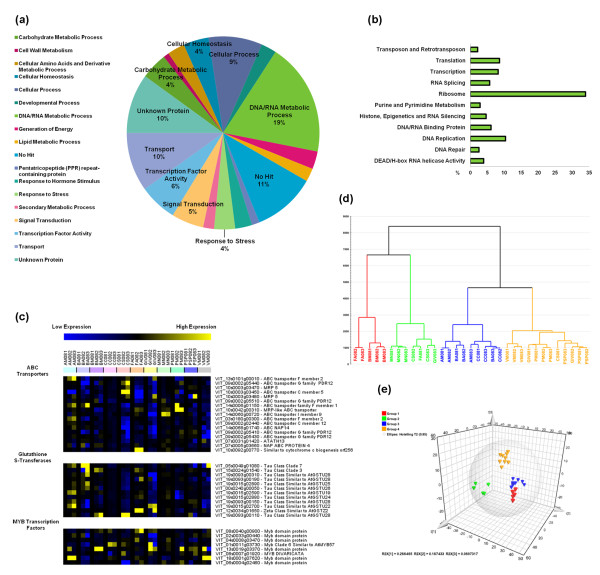
**Grapevine transcripts showing plasticity during berry development**. **(a) **Functional category distribution of the 1,478 (*P *<0.01) plastic grapevine genes. Transcripts were grouped into the 18 most represented functional categories, based on Plant GO Slim classification of biological processes. **(b) **Plant GO Slim classification of biological processes and functions for 280 transcripts in the 'DNA/RNA Metabolic Process' category. **(c) **Plastic members of the ABC transporter, glutathione-S-transferase, and MYB transcription factor gene families. The heat map of transcriptional profiles was generated with TMeV 4.8 using the average expression value of the three biological replicates. Sample names are composed by vineyard abbreviation followed by the indication of the harvesting year (08) and by the indication of the developmental stages (1, 2, or 3). **(d) **Principal component analysis using Simca P+ 12.0 (Umetrics). The PCA dendrogram was calculated using the average expression value of the three biological replicates. The dendrogram was designed using Ward's method and horizontally sorted by cluster size. Sample names are composed by vineyard abbreviation followed by the indication of the harvesting year (08) and by the indication of the developmental stages (1, 2, or 3). **(e) **Variables and scores three-dimensional scatter plot of the O2PLS-DA model (3+2+0, UV, R^2^X = 0.673, Q^2 ^= 0.775) applied to the 1,478 plastic transcripts dataset and colored according to the four-group partition as in the PCA analysis shown in (d). The model was created using Simca P+ (12.0). Components 3 and 2 represent the predictive and orthogonal components identified by the model, whereas 0 represents the background variation. UV: Unit variance scaling method.

Genes representing the 'Transport' functional category included those encoding ATP-binding cassette (ABC) proteins (Figure 3c). This is one of the largest and most diverse protein families in plants, and is responsible for transporting many different substances across membranes [40,41], suggesting a broad reprogramming of intracellular and intercellular transport as a component of phenotypic plasticity in Corvina berries. The glutathione S-transferase (GST) family was also well represented among the plastic genes, with at least 11 tau-class GSTs showing different expression patterns among the 11 vineyards (Figure 3c). Although the function of tau-class GSTs remains poorly understood, they may be involved in stress tolerance and secondary metabolism as well as the detoxification of herbicides [42]. It is noteworthy that many of the 'Response to stress' transcripts we identified are involved in ROS scavenging, such as two glutaredoxins, four ascorbate peroxidases, a nudix hydrolase, two peroxiredoxins, and three superoxide dismutases. Together with the many GSTs that reduce peroxides by controlling the balance between the oxidized and reduced forms of glutathione, the presence of these transcripts suggests that the oxidative burst observed in Pinot Noir berries at veraison [43] could also occur in Corvina and is part of the complex transcriptional rearrangement during berry plasticity. Finally, several of the Corvina plastic transcripts belonged to the 'Developmental process' category, including several homologs of Arabidopsis genes involved in floral transition and flower organ identity, that is, *EARLY FLOWERING*, *CONSTANS, FRIGIDA*, and *SEPALLATA *(see Additional File 11, Dataset S4).

We also investigated whether it is possible to identify groups of vineyards sharing specific pools of plastic transcripts. 

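Over the genes called between vineyards in 2008, the first 5 principal components of the 33 means explained 71.7% of the variability, with 36.1%, 14.5%, 9.96%, 6.50% and 4.67% in turn. Scaling moved this share most, and genes that were centered only gave 77.8%. In each of the 5 components, between 82.3% and 92.9% of the variance lay between vineyards and between 0.111% and 4.32% between stages. The genes had been selected for differences between vineyards with the stages as replicates, which favors such shares. The slides that the stages of a vineyard share can add to them.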

Principal component analysis (PCA) was applied to the 1,478 plastic genes and we identified five principal components explaining 67.4% of the variability. The resulting dendrogram highlighted four principal clusters of vineyards (Figure 3d). 

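On the scores of the 5 components, Ward's linkage into 4 clusters kept the veraison, mid-ripening and harvest means of each vineyard in 1 cluster, for all 11 vineyards and 33 means, in genes selected for differences between vineyards.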

Samples from the same vineyard but from different developmental stages generally clustered in the same group, with the exception of five samples. FA081 and CS081 were outliers possibly because of the significant changes from veraison to later developmental stages. Samples from the GIV vineyard were also outliers, indicating a unique gene expression profile under these particular micro-environmental conditions. Plastic transcripts contributing to the definition of each statistical class were defined by applying a four-class orthogonal projections to latent structures discriminant analysis (O2PLS-DA) model to a 28-sample reduced dataset lacking the outlier samples (Figure 3e). The robustness of the model was tested by calculating the degree of overfitting (100 permutations) of the corresponding three-class PLS-DA model (see Additional File 13, Figure S6). We identified 53, 30, 33, and 29 transcripts specific for each cluster. Remarkably, the vineyards in cluster 1 were all characterized by the intensive transcription of genes encoding ribosomal proteins (almost half of the all the cluster-specific transcripts) (see Additional File 14, Dataset S5).

We next tested whether it was possible to associate specific transcripts to groups of vineyards sharing certain environmental attributes or using specific agricultural practices. We applied the Kruskal-Wallis approach (*P *<0.01) to the 13,752-unimodal-profiling-transcript dataset (see Additional File 10, Dataset S3) using in each case the appropriate number of groups (for example, two groups for the direction of rows, four groups for the rootstock type). 

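Training system, geographical area, row direction and rootstock were each compared over the 33 means of 2008 with the Kruskal-Wallis test. The smallest Benjamini-Hochberg adjusted p over the genes kept was 0.192 for training system, 0.314 for area, 0.987 for row direction and 0.732 for rootstock in these tests. For row direction, 211 genes had P below 0.01. With the 3 means of a vineyard averaged, limma on the 11 vineyard values called no gene for any of the 4 traits at an adjusted p below 0.05, and the unadjusted p lay below 0.05 for 1,954 genes for training system, 2,298 for area, 549 for row direction and 898 for rootstock.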

Among all the combinations we tested, only the 'Trelling System' and the 'Geographical Area' categories gave statistically-validated results (see Additional File 15, Figure S7a and S7b). This indicated that the contribution of the four different rootstock genotypes have only a marginal impact on the plastic gene expression of berries compared to the other agricultural parameters and is not appreciable from our experimental design. 

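Between the 4 rootstocks, 319 genes had P below 0.01 in the Kruskal-Wallis test, and the count lay between 187 and 321 when each replicate was left out in turn. The paper infers from the missing separation that the rootstocks had only a marginal effect on the plastic genes compared with the other parameters. It adds that its design does not make this effect visible.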

We found that 373 transcripts (false discovery rate (FDR), 0.25%) were differentially-modulated between vineyards using a replacement cane Guyot system or a parral system. 

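Between the 6 vineyards with the Guyot system (18 means) and the 5 with the parral system (15 means), 782 genes had P below 0.01, of which 329 were higher under Guyot and 453 higher under parral. The limma F test on the same means called 3 genes at an adjusted p below 0.05. Of the genes in Dataset S6, 370 were matched and 294 of these had P below 0.01 here. The difference between training systems was also tested for dependence on the stage, and limma called no gene at an adjusted p below 0.05 (1,526 genes below an unadjusted 0.05).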

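Dataset S6 names 9 heat shock proteins, and 8 of them were higher under Guyot and were called between training systems. Averaged over the 9 genes and the 3 stages, the log2 intensity was 11.81 ± 0.24 (SD, n = 6 vineyards) under Guyot and 11.05 ± 0.25 (SD, n = 5) under parral. The difference of 0.76 was the largest of the 462 ways to split the vineyards (two-sided exact permutation test, p = 0.00216, the smallest possible), for genes that the paper had listed on these arrays.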

Interestingly, several transcripts encoding heat shock proteins and proteins that maintain membrane integrity were induced among vineyards using the Guyot system but not those using the parral system (see Additional File 15, Figure S7a, and see Additional File 16, Dataset S6). Transcripts associated with the macro-areas had more complex expression profiles. Of the 534 transcripts (FDR, 0.42%) found significant in the statistical test, only the absence of particular transcripts could be specifically assigned to the Soave, Bardolino, or Valpolicella areas (see Additional File 15, Figure S7b, and see Additional File 17, Dataset S7). Thus, the absence of these transcripts in one geographical area (and their presence in the other two) appears to be more important in the definition of transcriptomic plasticity among different cultivation areas.

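Between the areas of Bardolino (4 vineyards), Soave (3) and Valpolicella (4), 757 genes had P below 0.01. In 388 of them, the mean of 1 area lay below the means of the others, which were closer to each other. The low area was Bardolino in 167 genes, Valpolicella in 146 and Soave in 75. In the other 369 genes, 1 area lay above the others, which was Valpolicella in 235, Soave in 105 and Bardolino in 29. Of the genes in Dataset S7, 531 were matched and 284 had P below 0.01. With stage as a covariate and vineyard as a random block, limma called 1 gene at an adjusted p below 0.05.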

### Transcriptomic grouping at harvest

We next focused on berry harvesting in 2008 because this was the most important from an agronomic perspective and allowed the relationship between transcriptome plasticity and cultivation micro-environment to be investigated in detail. We built a dataset from the fluorescence intensity values of 33 samples (11 vineyards, one developmental stage, three biological replicates, and 1 year) and carried out significance analysis of microarray (SAM) using a FDR of 0.1%. This revealed 11,323 significantly modulated transcripts. 

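The 33 arrays of berries at harvest in 2008 hold 11 vineyards with 3 biological replicates each, on 11 slides, of which 3 hold more than 1 vineyard. The intensities were those of the whole normalized series, and no further normalization was applied. In place of significance analysis of microarrays, the limma F test over 11 vineyards was used, with an adjusted p below 0.001. For comparisons between groups of vineyards, the triplicates were averaged and each vineyard entered as 1 sample.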

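The F test called 8,949 genes between vineyards at harvest. SAM at a false discovery rate of 0.1% with 100 permutations called 17,427 genes. When 1 replicate of each vineyard was left out, which leaves 2 arrays per vineyard, the count fell most, to between 649 and 1,578. With slide as a random block, it was 15,902.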

We focused on transcripts displaying a ≥2-fold change in at least one vineyard-to-vineyard comparison, narrowing the number of significant transcripts to 8,250 (see Additional File 18, Dataset S8). 

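Of the genes called, 6,424 differed by at least 1 on the log2 scale between the highest and the lowest vineyard mean, with a median range of 1.62. A limit of 3-fold left 3,339 genes. The largest range was 5.93, for VIT_17s0000g00820, from 6.84 to 12.77 (adjusted p = 4.9e-05 from limma). VIT_18s0001g05410 ranged over 5.60 (from 6.59 to 12.18, adjusted p = 2.5e-05 from limma) and VIT_03s0063g01820 over 5.12 (from 5.39 to 10.51, adjusted p = 1.5e-06 from limma). The 95th percentile of the random control probes on these arrays was 6.44 to 8.60, so the lowest means lie within or near the background. The ranges are therefore lower bounds, and their order depends in part on the background.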

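Among the 11 harvest means over all genes, the distance averaged 0.0274 between VM, GIV, CC, PM, AM and FA on the one side and CS, PSP, BA, BM and MN on the other, and 0.0187 within these groups. The difference of 0.0087 was the largest of the 462 ways to form groups of 6 and 5 (one-sided exact permutation test, p = 0.00216, the smallest possible), for groups that the paper formed on the same values. It moved most with genes above the median level, to 0.0219. Ward's linkage on all genes separated exactly these groups, while average and complete linkage set VM and PM apart from the other 9 vineyards. On the 6,424 genes with the larger differences, all 3 linkages separated the groups of 6 and 5.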

In order to determine inner dataset dynamics, a cluster dendrogram was built using Pearson's correlation values comparing the transcriptome from each sample, revealing two-cluster partitioning (see Additional File 19, Figure S8a). 

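In the limma comparison of the 11 vineyard means, VM, GIV, CC, PM, AM and FA against CS, PSP, BA, BM and MN, 1,370 genes of the 2-fold list had an adjusted p below 0.05, with 359 higher and 1,011 lower in the former. The methods' t-test at 0.05 called 2,599 genes (1,131 higher and 1,468 lower), and the share of higher genes was 43.5% in place of 26.2%. Leaving out replicate A moved the count most, to 56 genes. Without MN it was 309, without PM 629, without BM 832 and without PSP 869. The groups were formed by the paper on the same arrays, so these counts are not independent of the grouping. VIT_18s0001g05410 had the largest difference, -2.90 (log2, standard error 0.43, adjusted p = 0.00268 from limma). The probe set starting at VitusP00127374, which could not be named, differed by -2.56 (standard error 0.26, adjusted p = 0.000152 from limma), or by -1.56 when 50 was added to the intensities. Another unnamed probe set, starting at VitusP00123408, differed by -2.52 (standard error 0.41, adjusted p = 0.00368 from limma). The lowest vineyard means of these genes were 6.59, 4.74 and 4.95 in turn, within or near the background, so the sizes of these differences depend in part on it.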

We then used t-test analysis (α = 0.05) to confirm the transcriptional separation between the two vineyards groups (see Additional File 19, Figure S8b). Functional category distribution analysis uncovered a profound difference in metabolism. 

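The annotations name 32 genes of stilbene, flavonoid or terpene metabolism, not all of which were matched to a probe set. Of the 32, 17 were matched and in the 2-fold list at harvest. Of these, 5 were higher in VM, GIV, CC, PM, AM and FA (3 called between the groups) and 12 were higher in CS, PSP, BA, BM and MN (8 called), with a median difference of -0.49 (log2, from -2.21 to 1.62) between the former and the latter. Of 10 genes annotated with photosynthesis, 3 were in the list, 2 of them higher in the former group (0 called) and 1 in the latter (1 called). The datasets that pair identifiers with annotations cover only part of the list, so these counts hold for the matched genes alone.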

Gene expression in the first group of vineyards (VM, GIV, CC, PM, AM, and FA) clearly depicted ripe berry samples (for example, a large number of transcripts related to secondary metabolism) whereas in the second group of vineyards (CS, PSP, BA, BM, and MN) photosynthesis-related genes were still actively transcribed (see Additional File 19, Figure S8c). This metabolic difference, confirmed also by classical berry maturation indexes (total acidity and °Brix/total acidity, see Additional File 19, Figure S8d) strongly indicates a disparity in the degree of ripening at harvesting.

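In Table S3, total acidity at harvest averaged 7.28 ± 1.55 g/L (SD, n = 6 vineyards) in the first group and 11.5 ± 3.85 g/L (SD, n = 5) in the second (two-sided exact permutation test, p = 0.039, or 0.0584 after Benjamini-Hochberg adjustment over 3 indexes). The ratio of soluble solids to total acidity was 2.87 ± 0.64 (SD, n = 6) against 1.81 ± 0.61 (SD, n = 5; two-sided exact permutation test, p = 0.0325, adjusted 0.0584). Soluble solids were 20.2 ± 2.05 °Brix (SD, n = 6) against 19.0 ± 1.11 °Brix (SD, n = 5; two-sided exact permutation test, p = 0.281, adjusted 0.281). Fig. S8d prints other values of total acidity at harvest than Table S3 for the same vineyards, and those were not used. Only 3 of the slides hold more than 1 vineyard, too few to compare the groups within a slide. From the gene expression of the groups together with the indexes, the paper concludes that the vineyards differed in the degree of ripening at harvest.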

We applied PCA to the 8,250 differentially-modulated transcripts, and the first component, explaining 27.9% of the total dataset variability, was attributed to differences in ripening status as anticipated (Figure 4). This indicated that the plasticity of the berry transcriptome affected the entire berry ripening program, resulting in a diverse range of ripening characteristics at harvest. 

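The first principal component of the 33 harvest arrays over the 2-fold list explained 29.8% of the variability, and 9 components explained 86.2%. The share moved most when 1 replicate was left out, to between 41.0% and 43.2%. With the sign of the component set so that the first group is higher, its vineyard means averaged 35.2 ± 18.2 (SD, n = 6) in the first group and -42.2 ± 17.1 (SD, n = 5) in the second (two-sided exact permutation test, p = 0.00216, the smallest possible, for groups formed on the same arrays). The highest mean was that of PM (70.9), and the lowest that of MN (-67.4). The samples lie in separate clusters on this component, so its relation to total acidity was tested within the first group, the larger of the pair. Over its 6 vineyards, Pearson's r was -0.373 (two-sided exact permutation test, p = 0.522, adjusted 0.522) and Spearman's rho was -0.0857 (two-sided exact permutation test, p = 0.919, adjusted 0.919), with adjustment over the 2 relations tested in this group, the other one with the random control probes. Without the 2 vineyards farthest from the median acidity, r was 0.854. The slides hold too few vineyards for a value within a slide.

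**Figure D1:**
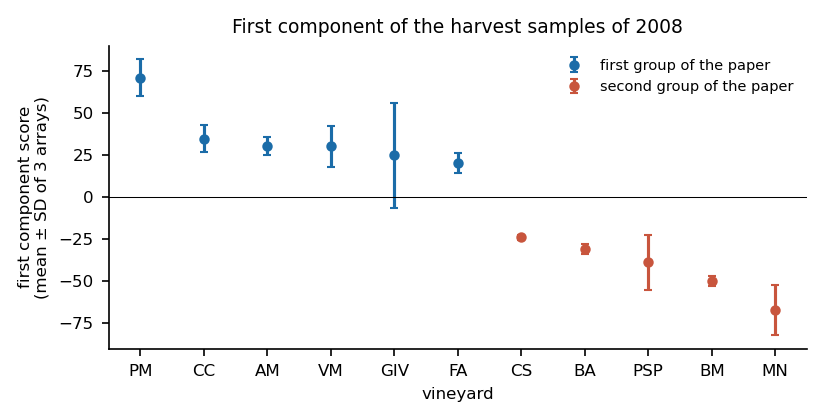
First principal component of the harvest arrays (vertical axis, mean of 3 arrays with SD) for the 11 vineyards. The vineyards of the first group lie between 20.1 and 70.9 and those of the second group between -67.4 and -24.1.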

Overall, these data confirm that the phenotypic variation of grape berry responsible of the diverse qualitative traits a single clone can express in different growing sites reflects a deep plasticity of the berry transcriptome at harvest.

**Figure 4:**
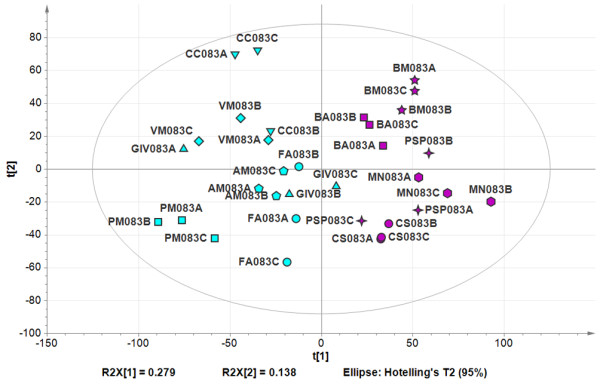
**Grapevine transcripts showing plasticity at harvest**. Principal component analysis of the whole third-stage dataset. The variables and scores scatter plot of the PCA model (nine components, R^2^X (cumulative) = 0.84, Q^2 ^(cumulative) = 0.602) was generated using Simca P+ 13.0 and colored according to the disparity in the degree of ripening, as illustrated in Figure S7C (Additional File 15). Different vineyards are indicated by different symbols. Sample names are composed by vineyard abbreviation, followed by the indication of the harvesting year (08), by the indication of the developmental stage (3), and by the description of the biological replicate (A, B, or C).

### Non-plastic berry genes

The datasets also yielded developmental stage-specific but non-plastic transcripts, that is, those whose expression increases (positive markers) or declines (negative markers) with a constant profile during berry development regardless of the vineyard. This was achieved by applying SAM multiclass analysis (FDR, 0.1%, three groups) to the 99-sample dataset (11 vineyards, three developmental stages, three biological replicates, year 2008 only), revealing 18,190 transcripts that were differentially expressed among the three berry developmental stages but to the same extent in all 11 vineyards. These genes were likewise analyzed by one-way ANOVA (α = 0.01, three groups, standard Bonferroni correction) and the resulting 11,532 genes were grouped into eight k-means clusters of gene expression (Pearson's correlation). 

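Between the 3 stages, 16,385 genes had an adjusted p below 0.001 in the limma F test over the 99 arrays of 2008. SAM called 17,795 genes under the threshold that the paper gives. Single probes moved the count most, with 51,103 of 117,999 probes called.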

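After Bonferroni adjustment at 0.01, 11,482 genes remained, of which 5,839 were higher and 5,643 lower at harvest than at veraison. The change had the same direction in all 11 vineyards in 6,773 genes, with 3,528 rising and 3,245 falling. At harvest, 4,881 of the 11,482 genes (42.5%) also differed between vineyards at an adjusted p below 0.001. The largest change with 1 direction in every vineyard was that of VIT_06s0004g00070, which fell by 6.12 (log2) from veraison to harvest (SD 1.29, n = 11 vineyards, Bonferroni adjusted p = 6.5e-42 from limma). VIT_03s0088g00700 rose by 5.98 in 11 of 11 vineyards (SD 1.13, n = 11, Bonferroni adjusted p = 4.7e-23 from limma).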

The clusters defined by a continuous increase or decline during ripening were further screened for genes with the largest fold change (95th percentile) between the first and last stages, to select those that were more strongly modulated. This yielded 115 upregulated genes (Figure 5a; see Additional File 20, Dataset S9) and 90 downregulated genes (Figure 5b; see Additional File 20, Dataset S9).

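Markers were defined here as genes of the Bonferroni list with a step of at least 1 (log2) between neighboring stages in each of the 11 vineyards, no change in the opposite direction, and an SD of at most 0.5 between vineyards in the change from veraison to harvest. This rule gave 11 rising and 37 falling genes. In 2006, with 4 vineyards, it gave 145 and 309, the values farthest from these. Without the limit on the SD, 41 genes rose and 102 fell. Of the 115 upregulated genes of Dataset S9, 84 could be matched, and 81 of them rose from veraison to harvest in all 11 vineyards, by a median of 3.13 (log2). The SD of the rise between vineyards had a median of 1.08, and 70 of the 84 genes differed between vineyards at harvest at an adjusted p below 0.001. In 2007, the median rise of these genes over 4 vineyards was 1.46, in 2006 it was 3.17. In all 4 vineyards, 48 of the 84 genes rose in 2007 and 77 in 2006. The gene numbers of Dataset S9 were matched through the paper's stage averages of 2008, so the values per vineyard and in 2006 and 2007 are those that the match does not fix.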

**Figure 5:**
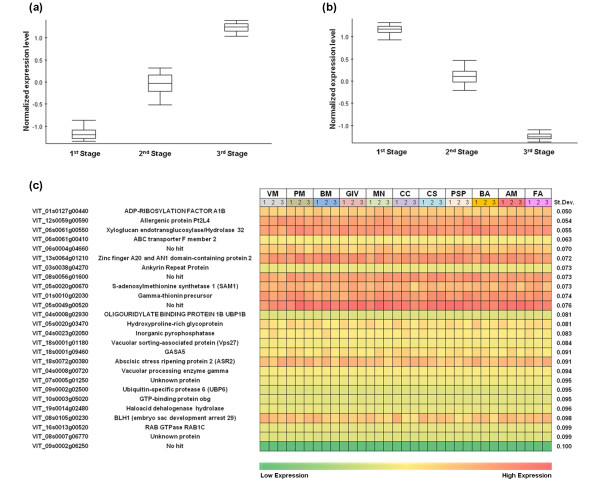
**Non-plastic grapevine genes**. Grape berry development markers. Box plots of the 115 most strongly upregulated **(a) **and the 90 most strongly downregulated genes **(b) **showing similar expression profiles in all vineyards. Box plots were created using Expander 6.0 [85]. The central line and outside edge of each box indicate the 50th, 25th, and 75th percentiles of expression data, respectively. Vertical lines on the two sides of the box represent the minimum and the maximum of all data, respectively. **(c) **Non-plastic constitutive genes. Genes with constant expression levels throughout berry development in all 11 different vineyards were ranked according to the lowest standard deviation among samples. The average expression value of the three biological replicates is indicated. The first 26 genes are shown (SD = 0.050-0.100).

The non-plastic upregulated genes included those encoding pathogenesis related (PR) proteins and biotic stress factors such as thaumatins and osmotins, as previously reported [27,43-45]. The *PR10 *gene *VIT_05s0077g01530 *and two *PR1 *genes (*VIT_03s0088g00710 *and *VIT_03s0088g00690*) were previously shown to be differentially modulated during the last stages of berry development stages in Chardonnay grapes [46]. 

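PR10 (VIT_05s0077g01530) had a log2 intensity of 6.31 ± 0.88 (SD, n = 11 vineyards) at veraison, 9.28 ± 2.25 (SD, n = 11) at mid-ripening and 12.17 ± 1.33 (SD, n = 11) at harvest in 2008. It rose by 5.87 ± 1.56 in 11 of 11 vineyards, from 2.91 to 8.11 (Bonferroni adjusted p = 8.0e-18 between stages from limma), and its level at harvest differed between vineyards (adjusted p = 0.000316 from limma). Over 4 vineyards, the rise was 6.82 ± 0.82 (SD, n = 4) in 2006 and 3.32 ± 1.82 (SD, n = 4) in 2007. The PR1 gene VIT_03s0088g00710 rose by 6.02 (from 3.54 to 7.44) in 2008, by 7.26 in 2006 and by 3.64 in 2007. The PR1 gene VIT_03s0088g00690 rose by 4.64 ± 1.41 (SD, n = 11; from 1.58 to 6.62) in 2008, by 5.60 in 2006 and by 1.91 in 2007, and with median polish of its probes the rise in 2008 was 2.32. The level at harvest differed between vineyards for VIT_03s0088g00690 (adjusted p = 8.4e-05 from limma), and for VIT_03s0088g00710 the adjusted p of 0.00268 from limma lay above the limit of 0.001. At veraison in 2006, the vineyard means of PR10 and the PR1 genes lay at 4.56 to 6.18. The 95th percentile of the random control probes on those arrays was 5.89 to 6.65, so these levels were within or near the background. Some of the levels at veraison in 2007 and 2008 were within it as well. A rise from such a level is a lower bound, so its size and its comparison between years depend in part on the background.

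**Figure D2:**
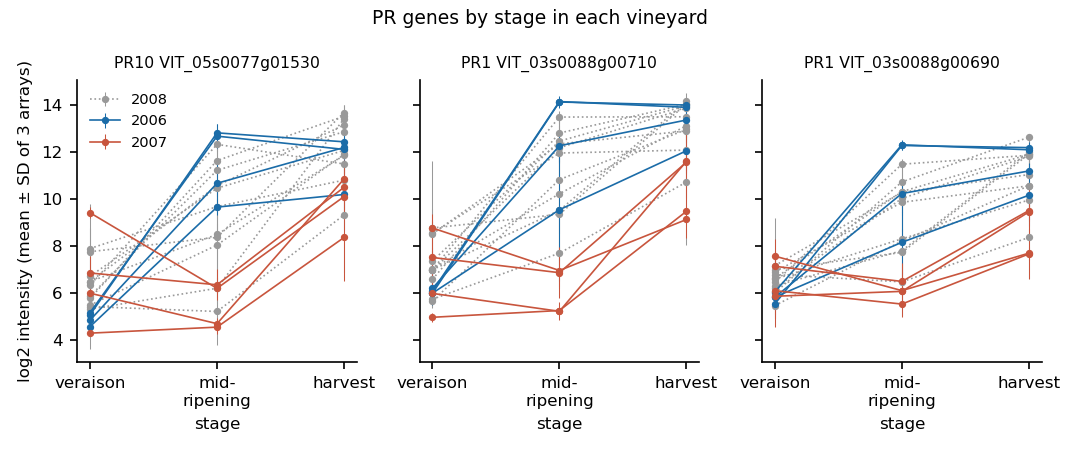
Log2 intensity of PR10 and both PR1 genes (vertical axis) at veraison, mid-ripening and harvest (horizontal axis), with 1 line per vineyard and year for the mean of a triplicate. The lines of 2007 end at lower levels than most of the lines of 2006 and 2008.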

PR proteins are the most abundant proteins in wine and they are expressed across all stages of berry development [47]. The identification of PR-related transcripts as non-plastic developmental markers suggests that they represent a fundamental grapevine disease-prevention strategy that could help to avoid berry infections. We also identified eight non-plastic genes encoding germacrene-D-synthases and seven encoding stilbene synthases (see Additional File 20, Dataset S9) confirming previous reports that the terpene and phenylpropanoid pathways are under strict transcriptional control during ripening [48-50].

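Of the 8 germacrene D synthases of Dataset S9, 4 were matched, and all 4 rose from veraison to harvest in all 11 vineyards, by a median of 4.03 (log2, from 3.06 to 5.44 by gene). In single vineyards, the rise of these genes ranged from 0.98 to 7.77, and 3 of the 4 genes differed between vineyards at harvest. The 4 matched stilbene synthases rose by a median of 3.02 (from 2.90 to 3.14 by gene). Their rise ranged from 0.37 to 5.59 in single vineyards, and all 4 differed between vineyards at harvest.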

The non-plastic downregulated genes included many involved in photosynthesis, which occurs in the early berry until veraison [43,44,49]. 

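Of the 90 downregulated genes of Dataset S9, 68 were matched, and all 68 fell from veraison to harvest in all 11 vineyards of 2008, with a median change of -3.41 (log2). The SD between vineyards had a median of 0.71, and 27 of the 68 genes differed between vineyards at harvest. In 2006, all 68 fell in all 4 vineyards (median, -3.73), and in 2007, 64 did (median, -2.97).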

We identified seven photosynthesis-related transcripts (mainly encoding polyphenol oxidases and photosystem II subunits) showing that the shutting down of photosynthesis can be used to monitor the progress of berry development regardless of the vineyard. Other non-plastic downregulated genes were involved in cell wall structural modifications, including transcripts for expansin A, xyloglucan endotransglucosylase/hydrolase (XTH), and β-D-xylosidase, agreeing with previous investigations of Chardonnay, Cabernet, and Corvina berries [43,44,46].

Finally, we identified a number of transcripts that were neither plastic (no variation among the 11 vineyards) nor developmentally modulated (no variation among the three developmental stages) using SAM multiclass analysis (FDR = 0.1%, 11 groups) of three stage-specific datasets, each comprising 33 samples (11 vineyards, one developmental stage, three biological replicates, 2008 season only). The constitutive and non-plastic transcripts were further analyzed by one-way ANOVA (α = 0.01, 11 groups). 

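With the limma F test between the 11 vineyards at each stage, 17,298 genes at veraison, 14,421 at mid-ripening and 13,208 at harvest had an adjusted p of 0.01 or more. At all 3 stages, this held for 7,065 genes. Leaving out 1 replicate of each vineyard moved the last count most among the settings at the level of genes, to between 18,355 and 19,235. Selection by neither SAM nor a 1-way analysis of variance left 5,398 genes.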

The 15,841, 14,342, and 13,286 transcripts that were constitutively expressed during veraison, mid-ripening, and ripening, respectively (see Additional File 21, Figure S9), were compared to identify 6,927 transcripts shared among all three developmental stages. These were screened for the lowest (last 99th percentile) standard deviation among samples, resulting in a set of 76 non-plastic genes constitutively expressed during berry development (Figure 5c; see Additional File 22, Dataset S10).

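Of the 76 genes, 75 were matched, and 74 of these differed between vineyards at no stage here. Their SD over the 33 means of 2008 lay between 0.054 and 0.345 (log2), with a median of 0.111, where the median of all genes was 0.414. The first gene of Dataset S10, VIT_12s0059g00590, had a mean log2 intensity of 15.45 at veraison, 15.46 at mid-ripening and 15.46 at harvest and an SD of 0.054. VIT_06s0061g00550 had means of 15.53, 15.54 and 15.52 and an SD of 0.056. The stage test after Bonferroni adjustment called 5 of the 75 genes.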

Transcripts scoring the lowest standard deviations included those encoding proteins related to intracellular transport (ADP-ribosylation factor, ABC transporter F member 2 and vacuolar sorting-associated protein), plant cell wall metabolism (xyloglucan endotransglucosylase/hydrolase), DNA and RNA binding and editing (zinc finger A20, AN1 domain-containing stress-associated protein 2 and oligouridylate-binding protein), and cellular metabolism (S-adenosylmethionine synthetase, inorganic pyrophosphatase, and ubiquitin-specific protease). Remarkably, five transcripts with different expression levels and different standard deviations showed constitutive expression also in the transcriptome of all grapevine organs (see Additional File 23, Figure S10), as confirmed in the recent grape gene expression atlas [33]. These 76 non-plastic constitutive genes are candidate reference genes for quantitative gene expression analysis.

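The years 2006 and 2007 were not used to select the genes of Dataset S10. Over the 24 means of these years, the median percentile of their SD among all genes was 3.27, against 0.477 in 2008. VIT_12s0059g00590 had an SD of 0.114 over the 24 means. That of VIT_06s0061g00550 was 1.58, with a log2 intensity of 7.74 in MN at veraison in 2007 and of 15.12 to 15.67 in the other 56 combinations of vineyard, year and stage. The genes lie at high levels, with a median log2 intensity of 13.76 at harvest, against 9.36 for all genes. Above a log2 intensity of 14 lay 42.7% of them, against 1.82% of all genes, and the median SD of all genes at that level was 0.174.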

## Discussion

The biological material at our disposal offered a unique opportunity to compare the same grapevine berry phenological phases in different vineyards and growth years, allowing us to correlate changes in the transcriptome with distinct growing conditions.

Our data suggest that veraison is a critical period during which the seasonal climate has its greatest effect whereas the microenvironment and agronomic practices had only a marginal impact (Figure 2a). The direct influence of climate on berry quality has been demonstrated, particularly the additive effects of temperature and water availability [51,52]. Many genes were differentially expressed among the years at veraison, with the greatest difference observed between the 2007 and 2008 seasons (Figure 2b). 

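Among the genes called between years at veraison, 516 had their highest and lowest means in 2007 and 2008. For 93 genes, these were 2006 and 2008, and for 38, they were 2006 and 2007.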

2007 is characterized by the specific upregulation of genes related to disease resistance, abiotic stress adaptation and the oxidative burst, reflecting the severe stress imposed on this growth year by the high spring temperatures. The 2008 season is characterized by the significant upregulation of genes involved in DNA/RNA metabolic processes and transcription. The basis of this transcriptome reprogramming is hard to define since the climate was similar in the 2006 and 2008 seasons, but it may reflect a compensatory adaptation following the unusual 2007 season.

The strong effect of growth year on sample correlation faded during berry ripening (see Additional File 5, Figure S1a and S1b) suggesting that the impact of agronomic practices and environmental conditions on the berry transcriptome becomes more important at this stage. Nevertheless, we were still able to identify season-specific modulated genes at mid-ripening and at harvest. The major difference between the growth years involved secondary metabolism, particularly the broad expression of phenylpropanoid-related genes in 2006 and 2008 compared to 2007 berries. Indeed, we observed the induction of at least 13 phenylalanine ammonia lyases, (PALs), 43 stilbene synthases (STSs), 9 cinnamyl alcohol dehydrogenases (CADs), two cinnamoyl-CoA reductases (CCRs), and two caffeate 3-O-methyltransferases (COMTs) (Figure 2e; see Additional File 6, Dataset S2).

The synthesis of resveratrol and its derivatives in berries by STSs is stimulated by stress factors such as fungal infection (mainly *Botrytis cinerea*), wounding, and UV light [53,54]. However, it is becoming clear that higher levels of stilbenoid compounds and *STS *expression are also associated with the normal course of berry ripening in healthy and unstressed grapes [55-57]. Our data confirm that the increase in *STS *gene expression is likely to be a normal feature of grape ripening and distinguishes the ripening Corvina berries in typical climates from the unusual temperature in 2007 growing season. The same hold true for the expression behavior of *PAL *genes which are likely co-regulated with STSs during the biosynthesis of stilbenes, as previously reported [56,58].

The differential expression of genes (*CAD*, *CCR*, and *COMT*) involved in the metabolism of hydroxycinnamic acids, precursors of many volatile odor compounds, supports the idea that the aromatic profile of ripe berry is strongly influenced by the temperature condition during the growing season [51,59,60]. Our conclusion is supported by the lower amount of stilbenes like resveratrol and its derivatives (viniferins) and hydroxycinnamic compounds detected in 2007 berries compared to the other years (see Additional File 7, Figure S2).

The 2008 season showed the least plasticity of gene expression among different vineyards (see Additional File 8, Figure S3). 

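The median SD between the 4 vineyards, over genes and stages, was 0.288 (log2) in 2006, 0.472 in 2007 and 0.299 in 2008. Between replicates, the median SD was 0.209 in 2006, 0.279 in 2007 and 0.283 in 2008.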

We therefore used this year to broaden the analysis to 11 different vineyards, and we found that approximately 5% of transcripts on the microarray were modulated when Corvina berries were ripened under different environmental conditions and using different agronomical practices (see Additional File 11, Dataset S4). The limited number of available studies comprehensively describing transcriptome plasticity in plants makes it difficult to evaluate the percentage of plastic genes in the Corvina transcriptome accurately, but based on our datasets we found that plastic genes represented approximately 18% of genes modulated during ripening in the 11 vineyards, suggesting that the environment and agricultural practices can have a profound impact on the berry transcriptome, in turn affecting ripe berry and wine quality traits. Interestingly, approximately 27% of the plastic transcripts were 'commonly expressed' (that is, expressed in all organs and tissues in the plant) in the recent grapevine transcriptomic atlas [33] whereas approximately 73% were expressed in >30 plant organs/tissues and none were specifically expressed in berry tissues, suggesting that the plasticity of gene expression in grapevine is a broad phenomenon and that data representing the berry pericarp could also be used to study plasticity in other organs.

Many of the plastic genes (for example, ribosomal proteins and many other DNA/RNA metabolic process-related genes) we identified are worthy of further investigation to determine their specific impact on berry ripening parameters, for example, the modulation of ribosomal proteins suggests that transcriptome reprogramming during ripening involves a shift in protein synthesis (Figure 3a, b; see Additional File 11, Dataset S4 and Additional File 12, Figure S5). Although the regulation of ribosomal proteins in plants under different conditions has not been studied in detail, their modulation has been reported in response to various forms of abiotic stress including UV-B radiation [61], low temperatures [62,63], wounding [64], ozone radiation [65], and salinity [66]. Other genes in the DNA/RNA metabolic process category were related to stress responses and recovery, which often affects the transcription and translation of genes encoding ribosomal proteins and translation factors [67]. Our data strongly suggest that transcriptomic plasticity in developing Corvina berries is exerted predominantly by the broad reprogramming of genes that control the transcription and the rate of translation to remodel the cellular protein set.

Interestingly, we also identified several plastic transcripts putatively involved in floral transition and flower organ identity. These included transcripts encoding two EARLY FLOWERING homologs, a CONSTANS protein, and transcription factors such as FRIGIDA-LIKE 2, SUPPRESSOR OF FRIGIDA 4, and SEPALLATA 3 (see Additional File 11, Dataset S4). Although most of these genes are believed to be functionally conserved in grapevine [68-70], their precise roles remain to be determined because the grapevine latent bud develops continuously and is therefore distinct from both the herbaceous flowers of Arabidopsis and rice and the woody perennial model of poplar. Many floral development genes are photoperiod-dependent in grapevine and may also play a role in bud dormancy [71]. The MADS box transcriptional factor SEPALLATA 3, and the grapevine homologs of CONSTANS and EARLY FLOWERING 4, are positively regulated during berry development [68] and may help to determine berry weight [23]. Because fruits represent the continued growth of the ovary, we propose that these floral regulators play a critical role in berry development and plasticity.

Our analysis allowed us to define groups of vineyards sharing the expression profiles of common plastic genes (Figure 3d, e). Moreover, in some cases it was possible to link sets of differentially-expressed transcripts to particular environmental attributes or specific agronomical parameters (see Additional File 15, Figure S7a and S7b). 

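Heat shock proteins that Dataset S6 does not list, but other supplementary datasets do, number 19. Of these, 12 were higher under Guyot and 1 was called. Their mean log2 intensity was 11.82 ± 0.10 (SD, n = 6 vineyards) under Guyot and 11.79 ± 0.08 (SD, n = 5) under parral, a difference of 0.03 (two-sided exact permutation test, p = 0.552). Dataset S6 lists the genes that the paper found to differ between training systems. A small difference in the genes outside it can follow in part from that choice, so this test cannot decide whether heat shock proteins as a family differ. The median difference of these genes was 0.03 and changed sign under 2 of 8 alternatives, between -0.04 and 0.06.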

Several heat-shock proteins have been found more expressed in Guyot-trained vines compared to the parral system. These genes have been detected as highly responsive to the microclimate changes around clusters [72]. Our data suggest that parrals are better shelters for berry clusters than replacement cane systems. Nevertheless, the inevitable absence of all possible combinations of environmental and agricultural parameters for plants cultivated in the open field means that our investigation could only provide an exploratory perspective rather than predictive interpretation.

Differential gene expression in fully-ripe Corvina berries highlighted a deep metabolic difference among samples harvested in different locations (Figure 4; see Additional File 19, Figure S8). We found a positive correlation between transcriptomic data and ripening parameters (see Additional File 19, Figure S8d) confirming that plasticity affects the entire maturation process, therefore candidate genes representing such plasticity (that is, photosynthesis-related and secondary metabolism-related genes) could eventually be used for on-field monitoring.

The large scale of our sampling procedure also allowed the identification of genes that were not plastic, that is, genes that were either constitutive or developmentally regulated but whose expression profiles were constant over the different vineyards and cultivation environments. Developmentally regulated but non-plastic genes (see Additional File 20, Dataset S9) included several positive and negative markers that have previously been identified as differentially-modulated transcripts during berry development in other seasons (2003 to 2006) and in other varieties (Chardonnay, Cabernet Sauvignon, and Pinot Noir) [43,44,46]. These could be developed into universal markers suitable for the monitoring of grape ripening in the field, regardless of cultivar and environment. The constitutive non-plastic genes we identified (see Additional File 22, Dataset S10) add to the list of constitutive housekeeping that can be used as references during quantitative gene expression analysis, and have been validated by comparison with the recent grapevine atlas of gene expression [33].

## Conclusions

Climate change is expected to significantly impact agriculture in the near future and poses serious threats, especially to those specialty crops, as grapevine, that are more valued for their secondary metabolites rather than for high yield. Phenotypic plasticity is believed to effectively buffer environmental extremes and maintain homeostasis of primary metabolism.

Overall, we have used the grapevine genome sequence [24] and the NimbleGen microarray platform to map the Corvina berry transcriptome and determine which genes are plastic (modulated in response to different environments) and which are non-plastic (regulated in the same manner regardless of the environment). This is the first major and comprehensive study to chart the plastic transcriptome in a woody perennial plant and our data therefore provide a reference model to explore genotype per environment interactions in fruit crops.

These new findings, together with the earlier transcriptomic, proteomic, and metabolomic studies focusing on the Corvina cultivar [25,33,45,49,50,57,73], provide a valuable platform to study the molecular processes underlying the complex development of grape berries and to identify environmentally-dependent and agriculturally-important traits which are essential for breeding new cultivars with improved adaptation to the environment. The methods used to establish our model provide a framework for the analysis of transcriptome plasticity in other crops as they respond to diverse environments and agricultural practices.

## Materials and methods

### Plant material

*Vitis vinifera *cv Corvina clone 48 berries were harvested from 11 different vineyards near Verona, Italy. We harvested 30 clusters from different positions along two vine rows and from random heights and locations on the plant to ensure the entire vineyard was represented. Samples of berries were harvested at three developmental stages (veraison, mid-ripening, and harvesting time) within 1 day in all 11 vineyards we investigated. Three berries were randomly selected from each cluster, avoiding those with visible damage and/or signs of pathogen infection. The berries were frozen immediately in liquid nitrogen. The °Brix of the must was determined using a digital DBR35 refractometer (Giorgio Bormac, Italy).

### Meteorological data

Meteorological data were kindly provided by the Veneto Regional Agency for Prevention and Protection (ARPAV). Temperature measurements were obtained from three recording stations in the macro-areas studied in this project (Illasi - Soave, Marano di Valpolicella - Valpolicella, Villafranca di Verona - Bardolino). Average daily temperature measurements were used to define average monthly temperatures and seasonal temperature trends. No significant differences were found among the three locations and averaged values were therefore used for Figure 1b.

### RNA extraction

Total RNA was extracted from approximately 400 mg of berry pericarp tissue (entire berries without seeds) ground in liquid nitrogen, using the Spectrum™ Plant Total RNA kit (Sigma-Aldrich, St. Louis, MO, USA) with some modifications [33]. RNA quality and quantity were determined using a Nanodrop 2000 spectrophotometer (Thermo Scientific, Wilmington, DE, USA) and a Bioanalyzer Chip RNA 7500 series II (Agilent, Santa Clara, CA, USA).

### Microarray analysis

We hybridized 10 μg of total RNA per sample to a NimbleGen microarray 090818_Vitus_exp_HX12 chip (Roche, NimbleGen Inc., Madison, WI, USA), which contains probes representing 29,549 predicted grapevine genes [74] covering approximately 98.6% of the genes predicted in the V1 annotation of the 12X grapevine genome [75]. Each microarray was scanned using an Axon GenePix 4400A (Molecular Devices, Sunnyvale, CA, USA) at 532 nm (Cy3 absorption peak) and GenePix Pro7 software (Molecular Devices) according to the manufacturer's instructions. Images were analyzed using NimbleScan v2.5 software (Roche), which produces Pair Files containing the raw signal intensity data for each probe and Calls Files with normalized expression data derived from the average of the intensities of the four probes for each gene. In the case of gene families and paralog genes, the specificity of the probe set for each single gene was assessed to exclude the possibility of cross-hybridization signals [33]. All microarray expression data are available at GEO under the series entry GSE41633 [76].

### Statistical analysis

Correlation matrixes were prepared using R software and Pearson's correlation coefficient as the statistical metric to compare the values of the whole transcriptome in all analyzed samples using the average value of the three biological replicates (29,549 genes). Correlation values were converted into distance coefficients to define the height scale of the dendrogram.

Hierarchical cluster analysis (HCL) and k-means cluster (KMC) analysis was applied using Pearson's correlation distance (TMeV 4.8 [77]).

The choice between parametric (t-test and ANOVA) and non-parametric (Kruskall-Wallis) analysis was made according to the unimodal or bimodal distribution of fluorescence intensities in each particular dataset (TMeV 4.8 [77]).

### Functional category distribution and GO enrichment analysis

All transcripts were annotated against the V1 version of the 12X draft annotation of the grapevine genome [78] allowing 70% of the genes to be identified. This was verified manually and integrated using Gene Ontology (GO) classifications. Transcripts were then grouped into the 15 highly-represented functional categories (GO:0009987, Cellular Processes; GO:0051090, Transcription Factor Activity; GO:0009725, Response to Hormone Stimulus; GO:0019725, Cellular Homeostasis; GO:0007165, Signal Transduction; GO:0006950, Response to Stress; GO:0032502, Developmental Process; GO:0006810, Transport; GO:0006091, Generation of Energy; GO:0090304, DNA/RNA Metabolic Process; GO:0044036, Cell Wall Metabolism; GO:0019748, Secondary Metabolic Process; GO:0006629, Lipid Metabolic Process; GO:0006520, Cellular Amino Acids and Derivative Metabolic Process; GO:0005975, Carbohydrate Metabolic Process), based on GO biological processes. Genes encoding pentatricopeptide (PPR) repeat-containing proteins and genes with unknown functions or with 'No Hit' annotations were also included.

GO enrichment analysis was applied to the 1,478 plastic genes using the BiNGO 2.3 plug-in tool in Cytoscape version 2.6 with PlantGOslim categories, as described by Maere *et al. *[79]. Over-represented PlantGOslim categories were identified using a hypergeometric test with a significance threshold of 0.1.

### Visualization of grapevine transcriptomics data using MapMan software

Information from the Nimblegen microarray platform was integrated using MapMan software [32] as described for the Array Ready Oligo Set *Vitis vinifera *(grape), the AROS V1.0 Oligo Set (Operon, Qiagen), and the GeneChip^® ^*Vitis vinifera *Genome Array (Affymetrix) [80].

### Principal component analysis (PCA) and orthogonal partial least squares (O2PLS) discriminant analysis

Principal component analysis (PCA) was carried out using SIMCA P+ 12 software (Umetrics, USA). O2PLS-DA was used to find relationships between two transcriptome datasets (X and Y) by decomposing the systematic variation in the X-block or Y-block into two model parts (a predictive part, which models the joint X-Y correlated variation, and an orthogonal part, which is not related to Y or X). The latent structures of the joint X-Y correlated variation were used to identify small groups of correlated variables belonging to the two different blocks by evaluating the similarity between each variable and the predictive latent components of the X-Y O2PLS model by means of their correlation. In order to set the significance threshold for the similarity, a permutation test was carried out, and data integration was performed on each small group of X-Y variables with significant correlation. O2PLS-DA allowed the identification of latent variables that were able to yield a parsimonious and efficient representation of the process. In order to define the number of latent components for OPLS-DA models, we applied partial cross-validation and a permutation test to reveal overfitting. Multivariate data analysis was performed by using SIMCA P+ 12 (Umetrics, USA).

### Metabolomics analysis

The same powdered samples used for RNA extraction were extracted in three volumes (w/v) of methanol acidified with 0.1 % of formic acid (v/v) in an ultrasonic bath at room temperature and 40 kHz for 15 min.

HPLC-ESI-MS was carried out using a Beckman Coulter Gold 127 HPLC system (Beckman Coulter, Fullerton, CA, USA) equipped with a System Gold 508 Beckman Coulter autosampler (Beckman Coulter, Fullerton, CA, USA). Metabolites were separated on an analytical Alltima HP RP-C18 column (150 × 2.1 mm, particle size 3 μm) equipped with a C18 guard column (7.5 × 2.1 mm) both purchased from Alltech (Alltech Associates Inc, Derfield, IL, USA). Two solvents were used: solvent A (5% (v/v) acetonitrile, 5% (v/v) formic acid in water), and solvent B (100% acetonitrile). The linear gradient, at a constant flow rate of 0.2 mL/min, was established from 0 to 10% B in 5 min, from 10 to 20% B in 20 min, from 20 to 25% B in 5 min, and from 25 to 70% B in 15 min. Each sample was analyzed in duplicate, with a 30 μL injection volume and 20-min re-equilibration between each analysis.

Mass spectra were acquired using a Bruker ion mass spectrometer Esquire 6000 (Bruker Daltonik GmbH, Bremen, Germany) equipped with an electrospray ionization source. Alternate negative and positive ion spectra were recorded in the range 50 m/z to 1,500 m/z (full scan mode, 13,000 m/z s^-1^). For metabolite identification, MS/MS and MS^3 ^spectra were recorded in negative or positive mode in the range 50 m/z to 1500 m/z with a fragmentation amplitude of 1 V. Nitrogen was used as the nebulizing gas (50 psi, 350°C) and drying gas (10 L/min). Helium was used as the collision gas. The vacuum pressure was 1.4 × 10-5 mbar. Additional parameters were: capillary source, +4,000 V; end plate offset, -500 V; skimmer, -40 V; cap exit, -121 V; Oct 1 DC, -12 V; Oct 2 DC, -1.70 V; lens 1, 5 V; lens 2, 60 V; ICC for positive ionization mode, 20,000; ICC for negative ionization mode; 7,000.

MS data were collected using the Bruker Daltonics Esquire 5.2-Esquire Control 5.2 software, and processed using the Bruker Daltonics Esquire 5.2-Data Analysis 3.2 software (Bruker Daltonik GmbH, Bremen, Germany). Metabolites were identified by comparison of m/z values, fragmentation patterns (MS/MS and MS^3^), and retention times of each signal with those of available commercial standards and by comparison of data previously published by our group [25,49]. Matrix effect did not affect relative quantification under these analysis conditions (data not shown) as previously demonstrated [25].

All metabolomics data are available in the Metabolights database under the series entry MTBLS39 [81].

### Enological analyses

Three replicates of 20 berry samples were crushed and the resulting must was clarified by centrifugation. Total acidity (expressed in g/L of tartaric acid) was quantified according to the *Compendium of international methods of Wine and Must analysis *- Office International de la Vigne et du vin [82]. Another three replicates of the 20 berry samples were crushed and analyzed according to the Glories method [83] to determine total anthocyanin levels.

## Abbreviations

FDR: False discovery rate; GO, Gene Ontology; LC-ESI-MS: Liquid chromatography - electrospray ionization-mass spectrometry; O2PLS-DA: Orthogonal projections to latent structures discriminant analysis; PCA: Principal component analysis; SAM: Significance analysis of microarray

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

SDS performed the microarray studies and the data analysis, interpreted bioinformatic results, and drafted the manuscript. GBT and SZ participated in the design of the study and in the data analysis, and drafted the manuscript. MF participated in interpreting bioinformatic results and drafted the manuscript. LF participated in the data analysis. AA and FG performed LC-ESI-MS studies and interpreted metabolomics results. MD provided microarray platform technical support. MP supervised and coordinated the study. All authors carefully read and approved the final manuscript.

## Supplementary Material

Additional File 1 **Table S1**. Description of Corvina clone 48 grape collection sites, listing geographical parameters, farming, and agricultural practices. a.s.l: above sea level. Click here for file

Additional File 2 **Table S2**. Description of sample names sorted by year of harvesting. Names are composed by vineyard abbreviations, followed by the indication of the harvesting year (06, 07, or 08), by the indication of the developmental stage (1, 2, or 3) and by the description of the biological replicate (A, B, or C). When the biological replicate is not indicated, names are referred to the average of the three replicates. Click here for file

Additional File 3 **Table S3**. Maturation parameters of samples used for microarray analysis sorted by year of harvesting. Values represent mean ± standard deviation of three biological replicates. Total acidity is expressed in g/L of tartaric acid. For metabolic parameters, values are expressed as mean peak area ± standard deviation of three biological replicates. Click here for file

Additional File 4 **Dataset S1**. Four clusters of genes differentially modulated among the 2006, 2007, and 2008 seasons at veraison. Expression was measured as the average log_2 _intensity of each biological triplicate. Each value has been normalized on the median value of each row/gene. Click here for file

Additional File 5 **Figure S1**. Cluster dendrogram of **(a) **the second developmental stage and **(b) **the third developmental stage datasets using the average expression value of the three biological replicates. The Pearson's correlation values were converted into distance coefficients to define the height of the dendrograms. Blue, green, and red indicate samples harvested in 2006, in 2008, and in 2007, respectively. Click here for file

Additional File 6 **Dataset S2**. Genes that are differentially expressed between average climate seasons (2006 to 2008) and an exceptionally warm spring (2007) in second and third ripening time point samples. Transcripts modulated also at veraison (Dataset S1) are highlighted in the column 'Cluster Figure 2B'. Expression was measured as the average log_2 _intensity of each biological triplicate. Each value has been normalized on the median value of each row/gene. Click here for file

Additional File 7 **Figure S2**. Differential accumulation of metabolites between the 2006/2008 and 2007 vintages. Values were calculated as mean peak area ± standard deviation of three biological replicates and are expressed as fold-change of vintages 2006 to 2008 compared to 2007. Click here for file

Additional File 8 **Figure S3**. Plastic and vintage-specific transcripts. Kruskal-Wallis non-parametric variance analysis was carried out three times (*P *<0.05, four groups) on each vintage-specific dataset to obtain differentially-modulated genes among the four vineyards studied in each year. The Venn diagram was constructed using Venn [84] and redrawn. Click here for file

Additional File 9 **Figure S4**. k-means clustering of fluorescence log_2 _intensities. Increasing values of k were used until only one cluster displayed bimodal distribution (k = 10) with a low expression level mean value. Click here for file

Additional File 10 **Dataset S3**. Set of 13,752 transcripts with a unimodal expression profile in the 2008-harvested samples. Expression was measured as the average log_2 _intensity in all developmental stages and in all biological triplicates. Click here for file

Additional File 11 **Dataset S4**. Functional categories and expression values of 1478 plastic transcripts in 2008. The Kruskal-Wallis Statistic (H) and *P *value are indicated for each transcript. Expression was measured as the average intensity of each biological triplicate. Click here for file

Additional File 12 **Figure S5**. Enriched GO terms for the 1,478 plastic genes listed in Dataset S4. The network graphs show BiNGO visualizations of the overrepresented GO terms. Categories in GoSlimPlants [79] were used to simplify this analysis. Non-colored nodes are not over-represented, but they may be the parents of overrepresented terms. Node size is positively correlated with the number of genes belonging to the category. Colored nodes represent GO terms that are significantly over-represented (*P *value <0.1), with the shade indicating significance as shown in the color bar. Click here for file

Additional File 13 **Figure S6**. Validation of O2PLS-DA model. The three-latent-component O2PLS-DA model in Figure 3E was partially cross-validated and a permutation test (100 permutations) was used to highlight putative overfitting. Click here for file

Additional File 14 **Dataset S5**. Functional categories of specific transcripts from each of four O2PLS-DA clusters. Pq(corr) values are indicated for each direction. Click here for file

Additional File 15 **Figure S7**. Hierarchical clustering analysis of environment-specific differentially expressed genes in **(a) **vineyards using parral or Guyot replacement cane trelling systems and **(b) **vineyards located in one of the three macro-areas we investigated. Pearson's correlation distance was used as the metric. The heat map of transcriptional profiles was generated with TMeV 4.8 using the average expression value of the three biological replicates per each developmental stage. Click here for file

Additional File 16 **Dataset S6**. Differentially-expressed genes in the 'Trelling System' category. Expression was measured as the average log_2 _intensity of each biological triplicate. Each value has been normalized on the median value of each row/gene. Click here for file

Additional File 17 **Dataset S7**. Differentially-expressed genes in the 'Geographical Area' category. Expression was measured as the average log_2 _intensity of each biological triplicate. Each value has been normalized on the median value of each row/gene. Click here for file

Additional File 18 **Dataset S8**. Plastic transcripts from the grape berry transcriptome at harvesting in 2008. Click here for file

Additional File 19 **Figure S8**. Differentially modulated genes at harvesting. **(a) **Cluster dendrogram of the third developmental stage dataset using the average expression value of the three biological replicates. Pearson's correlation values were converted into distance coefficients to define the height of the dendrogram. Different colors indicate the disparity in the degree of ripening as analyzed in **(c)**. **(b) **Differentially-expressed genes between the two groups of vineyards highlighted in (a). A t-test (α = 0.05) was performed between the two groups of vineyards, and a k-means analysis was computed using Pearson's distance to generate the line plots. **(c) **Functional category distribution of the differentially-modulated genes between the two groups of vineyards during harvesting. Transcripts were grouped into the 18 most represented functional categories, based on Plant GO Slim classification of biological processes. Sample VM083, GIV083, CC083, PM083, AM083, and FA083 category distribution is depicted in purple, while sample CS083, PSP083, BA083, BM083, and MN083 category distribution is depicted in light green. **(d) **Total acidity, expressed in g/L of tartaric acid and °Brix/total acidity of samples from the third developmental stage. Values represent mean ± standard deviation of three biological replicates. Different colors indicate the disparity in the degree of ripening as shown in (a) and in (c). Click here for file

Additional File 20 **Dataset S9**. Markers for grape berry development. Markers also showing significance in other vintages are labeled accordingly. Click here for file

Additional File 21 **Figure S9**. Non-plastic genes. Stage-specific datasets were analyzed by SAM multiclass analysis and one-way ANOVA (11 groups). Transcripts not shown to be significant in either analysis (that is, not differentially modulated) were tested for stage-specificity. The Venn diagram was calculated using Venn [84] and redrawn. Click here for file

Additional File 22 **Dataset S10**. Non-plastic and constitutive transcripts. Expression was measured as the average log_2 _intensity of each biological triplicate. Click here for file

Additional File 23 **Figure S10**. Expression profile of five non-plastic constitutive genes in the whole grapevine expression atlas [33]. Click here for file

# Supplementary material for: The plasticity of the grapevine berry transcriptome
**Source:** Genome Biol. 2013 Jun 7;14(6):r54. doi: 10.1186/gb-2013-14-6-r54
**Supplement:** Additional File 1 — Table S1. Description of Corvina clone 48 grape collection sites, listing geographical parameters, farming, and agricultural practices. a.s.l: above sea level.

Table S1 Description of Corvina clone 48 grape collection sites.

| Vineyard | Location           | Area         | Vineyard Site               | Altitude<br>(m a.s.l.) <sup>1</sup> | Type of Soil<br>(% Sand, % Clay,<br>% Silt) | Vineyard Training<br>System | Rows<br>Facing<br>Direction | Planting<br>Layout<br>(m) <sup>2</sup> | Vineyard<br>Age<br>(y) <sup>3</sup> | Rootstock |
|----------|--------------------|--------------|-----------------------------|-------------------------------------|---------------------------------------------|-----------------------------|-----------------------------|----------------------------------------|-------------------------------------|-----------|
| A M      | Marcellise         | Soave        | 45°27' 23" N ; 11°05' 52" E | 250                                 | 15, 43, 42                                  | Parral                      | East - West                 | 3.20x100                               | 8                                   | 41B       |
| B A      | Affi               | Bardolino    | 45°33' 23" N ; 10°47' 50" E | 120                                 | 47, 36, 17                                  | Parral                      | North - South               | 4.50x0.80                              | 13                                  | SO4       |
| B M      | Marano             | Valpolicella | 45°33' 33" N ; 10°54' 15" E | 450                                 | 66, 21, 13                                  | Guyot                       | East - West                 | 4.00x125                               | 18                                  | K55B      |
| C C      | Colognola          | Soave        | 45°26' 30" N ; 11°11' 42" E | 120                                 | 35, 29, 36                                  | Guyot                       | North - South               | 2.50x0.90                              | 6                                   | K55B      |
| C S      | Sona               | Bardolino    | 45°25' 51" N ; 10°49' 11" E | 100                                 | 42, 37, 21                                  | Parral                      | East - West                 | 3.50x120                               | 10                                  | 420A      |
| F A      | Arbizzano          | Valpolicella | 45°29' 41" N ; 10°56' 42" E | 130                                 | 29, 39, 32                                  | Parral                      | East - West                 | 3.50x0.75                              | 9                                   | 420A      |
| G I V    | Cavaion            | Bardolino    | 45°31' 23" N ; 10°46' 06" E | 120                                 | 53, 32, 15                                  | Parral                      | East - West                 | 3.00x100                               | 15                                  | SO4       |
| M N      | Negrar             | Valpolicella | 45°33' 11" N ; 10°57' 16" E | 250                                 | 13, 67, 20                                  | Guyot                       | North - South               | 2.80x120                               | 8                                   | K55B      |
| P M      | Montorio           | Soave        | 45°27' 17" N ; 11°03' 14" E | 130                                 | 36, 36, 28                                  | Guyot                       | North - South               | 1.80x0.80                              | 7                                   | 41B       |
| P S P    | S.Pietro Incariano | Valpolicella | 45°30' 24" N ; 10°53' 12" E | 100                                 | 40, 32, 28                                  | Guyot                       | North - South               | 2.80x100                               | 6                                   | K55B      |
| V M      | Sommacampagna      | Bardolino    | 45°25' 10" N ; 10°50' 20" E | 100                                 | 49, 33, 18                                  | Guyot                       | East - West                 | 2.30x0.90                              | 7                                   | K55B      |

<sup>1</sup> Meters above sea level

<sup>2</sup> Meters

<sup>3</sup> Years

Table S1

**Table S1.** Description of Corvina clone 48 grape collection sites, listing geographical parameters, farming and agricultural practices (a.s.l. = above sea level).

# Supplementary material for: The plasticity of the grapevine berry transcriptome
**Source:** Genome Biol. 2013 Jun 7;14(6):r54. doi: 10.1186/gb-2013-14-6-r54
**Supplement:** Additional File 2 — Table S2. Description of sample names sorted by year of harvesting. Names are composed by vineyard abbreviations, followed by the indication of the harvesting year (06, 07, or 08), by the indication of the developmental stage (1, 2, or 3) and by the description of the biological replicate (A, B, or C). When the biological replicate is not indicated, names are referred to the average of the three replicates.

## 2006

| Developmental Stage<br>Biological Replicate | 1          |            |            | 2          |            |            | 3          |            |            |
|---------------------------------------------|------------|------------|------------|------------|------------|------------|------------|------------|------------|
|                                             | A          | B          | C          | A          | B          | C          | A          | B          | C          |
| AM                                          | AM 06 1 A  | AM 06 1 B  | AM 06 1 C  | AM 06 2 A  | AM 06 2 B  | AM 06 2 C  | AM 06 3 A  | AM 06 3 B  | AM 06 3 C  |
| CS                                          | CS 06 1 A  | CS 06 1 B  | CS 06 1 C  | CS 06 2 A  | CS 06 2 B  | CS 06 2 C  | CS 06 3 A  | CS 06 3 B  | CS 06 3 C  |
| MN                                          | MN 06 1 A  | MN 06 1 B  | MN 06 1 C  | MN 06 2 A  | MN 06 2 B  | MN 06 2 C  | MN 06 3 A  | MN 06 3 B  | MN 06 3 C  |
| PSP                                         | PSP 06 1 A | PSP 06 1 B | PSP 06 1 C | PSP 06 2 A | PSP 06 2 B | PSP 06 2 C | PSP 06 3 A | PSP 06 3 B | PSP 06 3 C |

## 2007

| Developmental Stage<br>Biological Replicate | 1          |            |            | 2          |            |            | 3          |            |            |
|---------------------------------------------|------------|------------|------------|------------|------------|------------|------------|------------|------------|
|                                             | A          | B          | C          | A          | B          | C          | A          | B          | C          |
| AM                                          | AM 07 1 A  | AM 07 1 B  | AM 07 1 C  | AM 07 2 A  | AM 07 2 B  | AM 07 2 C  | AM 07 3 A  | AM 07 3 B  | AM 07 3 C  |
| CS                                          | CS 07 1 A  | CS 07 1 B  | CS 07 1 C  | CS 07 2 A  | CS 07 2 B  | CS 07 2 C  | CS 07 3 A  | CS 07 3 B  | CS 07 3 C  |
| MN                                          | MN 07 1 A  | MN 07 1 B  | MN 07 1 C  | MN 07 2 A  | MN 07 2 B  | MN 07 2 C  | MN 07 3 A  | MN 07 3 B  | MN 07 3 C  |
| PSP                                         | PSP 07 1 A | PSP 07 1 B | PSP 07 1 C | PSP 07 2 A | PSP 07 2 B | PSP 07 2 C | PSP 07 3 A | PSP 07 3 B | PSP 07 3 C |

## 2008

| Developmental Stage<br>Biological Replicate | 1          |            |            | 2          |            |            | 3          |            |            |
|---------------------------------------------|------------|------------|------------|------------|------------|------------|------------|------------|------------|
|                                             | A          | B          | C          | A          | B          | C          | A          | B          | C          |
| AM                                          | AM 08 1 A  | AM 08 1 B  | AM 08 1 C  | AM 08 2 A  | AM 08 2 B  | AM 08 2 C  | AM 08 3 A  | AM 08 3 B  | AM 08 3 C  |
| BA                                          | BA 08 1 A  | BA 08 1 B  | BA 08 1 C  | BA 08 2 A  | BA 08 2 B  | BA 08 2 C  | BA 08 3 A  | BA 08 3 B  | BA 08 3 C  |
| BM                                          | BM 08 1 A  | BM 08 1 B  | BM 08 1 C  | BM 08 2 A  | BM 08 2 B  | BM 08 2 C  | BM 08 3 A  | BM 08 3 B  | BM 08 3 C  |
| CC                                          | CC 08 1 A  | CC 08 1 B  | CC 08 1 C  | CC 08 2 A  | CC 08 2 B  | CC 08 2 C  | CC 08 3 A  | CC 08 3 B  | CC 08 3 C  |
| CS                                          | CS 08 1 A  | CS 08 1 B  | CS 08 1 C  | CS 08 2 A  | CS 08 2 B  | CS 08 2 C  | CS 08 3 A  | CS 08 3 B  | CS 08 3 C  |
| FA                                          | FA 08 1 A  | FA 08 1 B  | FA 08 1 C  | FA 08 2 A  | FA 08 2 B  | FA 08 2 C  | FA 08 3 A  | FA 08 3 B  | FA 08 3 C  |
| GIV                                         | GIV 08 1 A | GIV 08 1 B | GIV 08 1 C | GIV 08 2 A | GIV 08 2 B | GIV 08 2 C | GIV 08 3 A | GIV 08 3 B | GIV 08 3 C |
| MN                                          | MN 08 1 A  | MN 08 1 B  | MN 08 1 C  | MN 08 2 A  | MN 08 2 B  | MN 08 2 C  | MN 08 3 A  | MN 08 3 B  | MN 08 3 C  |
| PM                                          | PM 08 1 A  | PM 08 1 B  | PM 08 1 C  | PM 08 2 A  | PM 08 2 B  | PM 08 2 C  | PM 08 3 A  | PM 08 3 B  | PM 08 3 C  |
| PSP                                         | PSP 08 1 A | PSP 08 1 B | PSP 08 1 C | PSP 08 2 A | PSP 08 2 B | PSP 08 2 C | PSP 08 3 A | PSP 08 3 B | PSP 08 3 C |
| VM                                          | VM 08 1 A  | VM 08 1 B  | VM 08 1 C  | VM 08 2 A  | VM 08 2 B  | VM 08 2 C  | VM 08 3 A  | VM 08 3 B  | VM 08 3 C  |

**Table S2**

**Table S2.** Description of sample names sorted by year of harvesting. Names are composed by vineyard abbreviations, followed by the indication of the harvesting year (06, 07 or 08), by the indication of the developmental stage (1, 2 or 3) and by the description of the biological replicate (A, B or C). When the biological replicate is not indicated, names are referred to the average of the three replicates.

# Supplementary material for: The plasticity of the grapevine berry transcriptome
**Source:** Genome Biol. 2013 Jun 7;14(6):r54. doi: 10.1186/gb-2013-14-6-r54
**Supplement:** Additional File 3 — Table S3. Maturation parameters of samples used for microarray analysis sorted by year of harvesting. Values represent mean ± standard deviation of three biological replicates. Total acidity is expressed in g/L of tartaric acid. For metabolic parameters, values are expressed as mean peak area ± standard deviation of three biological replicates.

Table S3 Maturation parameters of samples used for microarray analyses sorted by harvesting year.

|        | ° BRIX              |            |            | Total Anthocyanins  |                 |                 | Total Acidity       |              |             | Qglc / Qglr         |             |             |
|--------|---------------------|------------|------------|---------------------|-----------------|-----------------|---------------------|--------------|-------------|---------------------|-------------|-------------|
|        | Developmental Stage |            |            | Developmental Stage |                 |                 | Developmental Stage |              |             | Developmental Stage |             |             |
|        | 1                   | 2          | 3          | 1                   | 2               | 3               | 1                   | 2            | 3           | 1                   | 2           | 3           |
| AM 06  | n.m.                | 18.6 ± 0.6 | 21.5 ± 1.0 | 61.38 ± 36.11       | 377.93 ± 21.08  | 384.11 ± 16.63  | 22.39 ± 0.05        | 10.19 ± 0.04 | 6.52 ± 0.01 | 0.21 ± 0.02         | 0.75 ± 0.16 | 1.28 ± 0.15 |
| CS 06  | n.m.                | 18.6 ± 0.7 | 21.4 ± 0.8 | 40.38 ± 14.11       | 473.02 ± 150.72 | 504.68 ± 125.94 | 30.78 ± 0.04        | 12.28 ± 0.01 | 8.90 ± 0.06 | 0.11 ± 0.02         | 0.70 ± 0.12 | 1.61 ± 0.33 |
| MN 06  | n.m.                | 17.5 ± 1.1 | 17.1 ± 0.5 | 5.07 ± 0.48         | 625.37 ± 90.93  | 455.66 ± 91.91  | 37.10 ± 0.03        | 11.90 ± 0.00 | 7.76 ± 0.06 | 0.11 ± 0.02         | 1.11 ± 0.36 | 1.67 ± 0.13 |
| PSP 06 | n.m.                | 17.8 ± 0.3 | 20.4 ± 0.6 | 20.15 ± 1.09        | 268.74 ± 66.78  | 323.77 ± 139.39 | 28.56 ± 0.06        | 9.86 ± 0.01  | 6.83 ± 0.01 | 0.22 ± 0.07         | 1.11 ± 0.38 | 1.32 ± 0.43 |

n.m. = not measured

|        | ° BRIX              |             |             | Total Anthocyanins  |                |                 | Total Acidity       |              |             | Qglc / Qglr         |             |             |
|--------|---------------------|-------------|-------------|---------------------|----------------|-----------------|---------------------|--------------|-------------|---------------------|-------------|-------------|
|        | Developmental Stage |             |             | Developmental Stage |                |                 | Developmental Stage |              |             | Developmental Stage |             |             |
|        | 1                   | 2           | 3           | 1                   | 2              | 3               | 1                   | 2            | 3           | 1                   | 2           | 3           |
| AM 07  | n.m.                | 13.4 ± 0.4  | 18.8 ± 0.7  | 5.05 ± 2.16         | 238.84 ± 97.16 | 363.79 ± 162.24 | 30.56 ± 0.28        | 8.38 ± 0.06  | 6.43 ± 0.00 | 0.16 ± 0.12         | 1.06 ± 0.31 | 1.63 ± 0.22 |
| CS 07  | n.m.                | 14.2 ± 0.4  | 18.2 ± 1.0  | 13.95 ± 16.43       | 490.65 ± 63.54 | 325.26 ± 44.59  | 32.97 ± 0.22        | 9.66 ± 0.25  | 6.91 ± 0.01 | 0.16 ± 0.08         | 0.80 ± 0.07 | 1.59 ± 0.17 |
| MN 07  | n.m.                | 10.0 ± 0.6  | 16.6 ± 2.5  | 5.07 ± 2.30         | 99.49 ± 29.38  | 566.72 ± 24.96  | 40.51 ± 0.30        | 16.10 ± 0.02 | 8.50 ± 0.06 | 0.11 ± 0.02         | 0.43 ± 0.11 | 1.33 ± 0.07 |
| PSP 07 | n.m.                | 13.59 ± 0.3 | 19.52 ± 1.7 | n.m.                | n.m.           | n.m.            | 38.35 ± 0.02        | 9.25 ± 0.04  | 5.68 ± 0.02 | n.m.                | n.m.        | n.m.        |

n.m. = not measured

|        | ° BRIX              |            |            | Total Anthocyanins  |                 |                 | Total Acidity       |              |              | Qglc / Qglr         |             |             |
|--------|---------------------|------------|------------|---------------------|-----------------|-----------------|---------------------|--------------|--------------|---------------------|-------------|-------------|
|        | Developmental Stage |            |            | Developmental Stage |                 |                 | Developmental Stage |              |              | Developmental Stage |             |             |
|        | 1                   | 2          | 3          | 1                   | 2               | 3               | 1                   | 2            | 3            | 1                   | 2           | 3           |
| AM 08  | n.m.                | 16.0 ± 0.5 | 19.9 ± 0.3 | 155.43 ± 14.89      | 420.05 ± 44.91  | 586.11 ± 34.85  | 39.66 ± 0.67        | 19.20 ± 0.04 | 9.55 ± 0.10  | 0.15 ± 0.07         | 1.08 ± 0.15 | 1.43 ± 0.07 |
| BA 08  | n.m.                | 15.1 ± 1.1 | 17.8 ± 1.0 | 52.49 ± 23.51       | 461.70 ± 64.49  | 615.42 ± 143.20 | 34.00 ± 0.32        | 31.66 ± 0.04 | 13.14 ± 0.01 | 0.10 ± 0.02         | 1.02 ± 0.20 | 1.59 ± 0.49 |
| BM 08  | n.m.                | 13.8 ± 1.0 | 20.2 ± 1.6 | 17.18 ± 9.33        | 369.90 ± 39.80  | 546.15 ± 21.43  | 33.40 ± 0.03        | 37.80 ± 0.00 | 16.61 ± 0.07 | 0.10 ± 0.02         | 0.80 ± 0.23 | 1.65 ± 0.16 |
| CC 08  | n.m.                | 16.6 ± 0.8 | 20.3 ± 1.8 | 185.08 ± 33.10      | 437.35 ± 68.84  | 442.40 ± 95.96  | 37.24 ± 0.16        | 20.61 ± 0.04 | 7.92 ± 0.02  | 0.66 ± 0.08         | 1.95 ± 0.45 | 2.44 ± 0.73 |
| CS 08  | n.m.                | 16.4 ± 1.3 | 19.7 ± 2.0 | 182.56 ± 78.49      | 549.60 ± 20.23  | 543.58 ± 18.42  | 37.04 ± 0.16        | 17.51 ± 0.11 | 7.54 ± 0.00  | 0.20 ± 0.04         | 1.08 ± 0.53 | 1.53 ± 0.06 |
| FA 08  | n.m.                | 15.8 ± 0.6 | 17.7 ± 0.3 | 169.44 ± 40.04      | 340.53 ± 62.86  | 355.25 ± 61.13  | 40.82 ± 0.52        | 11.81 ± 0.15 | 6.28 ± 0.00  | 0.51 ± 0.12         | 1.29 ± 0.28 | 1.99 ± 0.09 |
| GIV 08 | n.m.                | 18.6 ± 0.6 | 23.6 ± 1.4 | 370.02 ± 72.75      | 593.05 ± 111.51 | 550.65 ± 25.75  | 41.76 ± 0.86        | 13.94 ± 0.06 | 6.15 ± 0.01  | 0.69 ± 0.16         | 0.76 ± 0.49 | 2.44 ± 0.33 |
| MN 08  | n.m.                | 14.4 ± 0.7 | 19.3 ± 2.7 | 68.97 ± 16.05       | 516.17 ± 35.28  | 824.54 ± 59.35  | 35.50 ± 0.49        | 32.84 ± 0.19 | 12.34 ± 0.03 | 0.16 ± 0.03         | 0.82 ± 0.30 | 1.14 ± 0.15 |
| PM 08  | n.m.                | 17.4 ± 1.2 | 18.6 ± 0.3 | 148.19 ± 12.53      | 179.44 ± 26.06  | 264.56 ± 30.85  | 37.86 ± 0.76        | 12.02 ± 0.11 | 5.50 ± 0.02  | 0.69 ± 0.13         | 2.39 ± 0.37 | 2.66 ± 0.53 |
| PSP 08 | n.m.                | 14.6 ± 0.4 | 17.8 ± 0.6 | 108.76 ± 29.95      | 235.44 ± 50.98  | 355.39 ± 73.63  | 40.80 ± 0.26        | 21.17 ± 0.10 | 7.75 ± 0.04  | 0.46 ± 0.14         | 0.97 ± 0.31 | 1.76 ± 0.26 |
| VM 08  | n.m.                | 15.0 ± 0.8 | 21.0 ± 1.2 | 150.45 ± 94.45      | 308.92 ± 29.69  | 609.41 ± 32.95  | 35.82 ± 0.47        | 20.85 ± 0.11 | 8.25 ± 0.06  | 0.57 ± 0.15         | 1.68 ± 0.34 | 2.15 ± 0.33 |

n.m. = not measured

**Table S3**

**Table S3.** Maturation parameters of samples used for microarray analysis sorted by year of harvesting. Values represent mean ± standard deviation of three biological replicates. Total acidity is expressed in g/l of tartaric acid. For metabolic parameters, values are expressed as mean peak area ± standard deviation of three biological replicates.

# Supplementary material for: The plasticity of the grapevine berry transcriptome
**Source:** Genome Biol. 2013 Jun 7;14(6):r54. doi: 10.1186/gb-2013-14-6-r54
**Supplement:** Additional File 5 — Figure S1. Cluster dendrogram of (a) the second developmental stage and (b) the third developmental stage datasets using the average expression value of the three biological replicates. The Pearson's correlation values were converted into distance coefficients to define the height of the dendrograms. Blue, green, and red indicate samples harvested in 2006, in 2008, and in 2007, respectively.

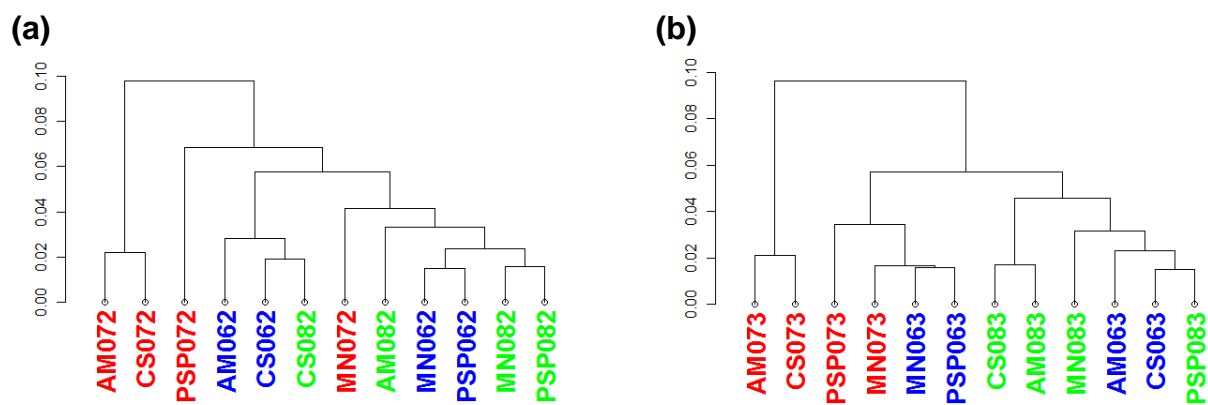

**Figure S1**

**Figure S1.** Cluster dendrogram of **(a)** the second developmental stage and **(b)** the third developmental stage datasets using the average expression value of the three biological replicates. The Pearson's correlation values were converted into distance coefficients to define the height of the dendrograms. Blue, green and red indicate samples harvested in 2006, in 2008 and in 2007, respectively.

# Supplementary material for: The plasticity of the grapevine berry transcriptome
**Source:** Genome Biol. 2013 Jun 7;14(6):r54. doi: 10.1186/gb-2013-14-6-r54
**Supplement:** Additional File 7 — Figure S2. Differential accumulation of metabolites between the 2006/2008 and 2007 vintages. Values were calculated as mean peak area ± standard deviation of three biological replicates and are expressed as fold-change of vintages 2006 to 2008 compared to 2007.

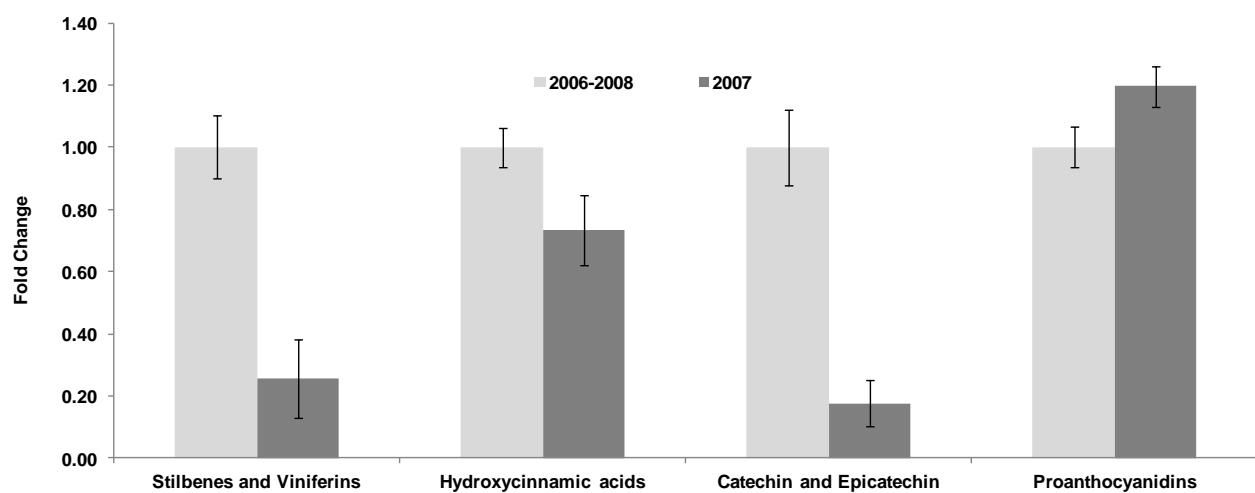

**Figure S2**

**Figure S2.** Differential accumulation of metabolites between the 2006/2008 and 2007 vintages. Values were calculated as mean peak area  $\pm$  standard deviation of three biological replicates and are expressed as fold-change of vintages 2006-2008 compared to 2007.

# Supplementary material for: The plasticity of the grapevine berry transcriptome
**Source:** Genome Biol. 2013 Jun 7;14(6):r54. doi: 10.1186/gb-2013-14-6-r54
**Supplement:** Additional File 8 — Figure S3. Plastic and vintage-specific transcripts. Kruskal-Wallis non-parametric variance analysis was carried out three times (P <0.05, four groups) on each vintage-specific dataset to obtain differentially-modulated genes among the four vineyards studied in each year. The Venn diagram was constructed using Venn [84] and redrawn.

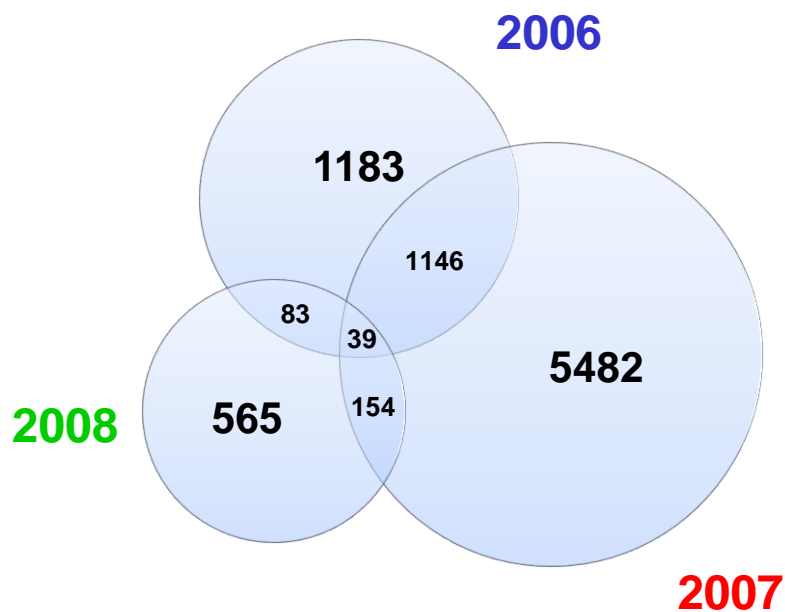

**Figure S3**

**Figure S3.** Plastic and vintage-specific transcripts. Kruskal-Wallis non-parametric variance analysis was carried out three times ( $p < 0.05$ , four groups) on each vintage-specific dataset to obtain differentially-modulated genes among the four vineyards studied in each year. The Venn diagram was constructed using Venn (<http://bioinformatics.psb.ugent.be/webtools/Venn/>) and redrawn.

# Supplementary material for: The plasticity of the grapevine berry transcriptome
**Source:** Genome Biol. 2013 Jun 7;14(6):r54. doi: 10.1186/gb-2013-14-6-r54
**Supplement:** Additional File 9 — Figure S4. k-means clustering of fluorescence log2 intensities. Increasing values of k were used until only one cluster displayed bimodal distribution (k = 10) with a low expression level mean value.

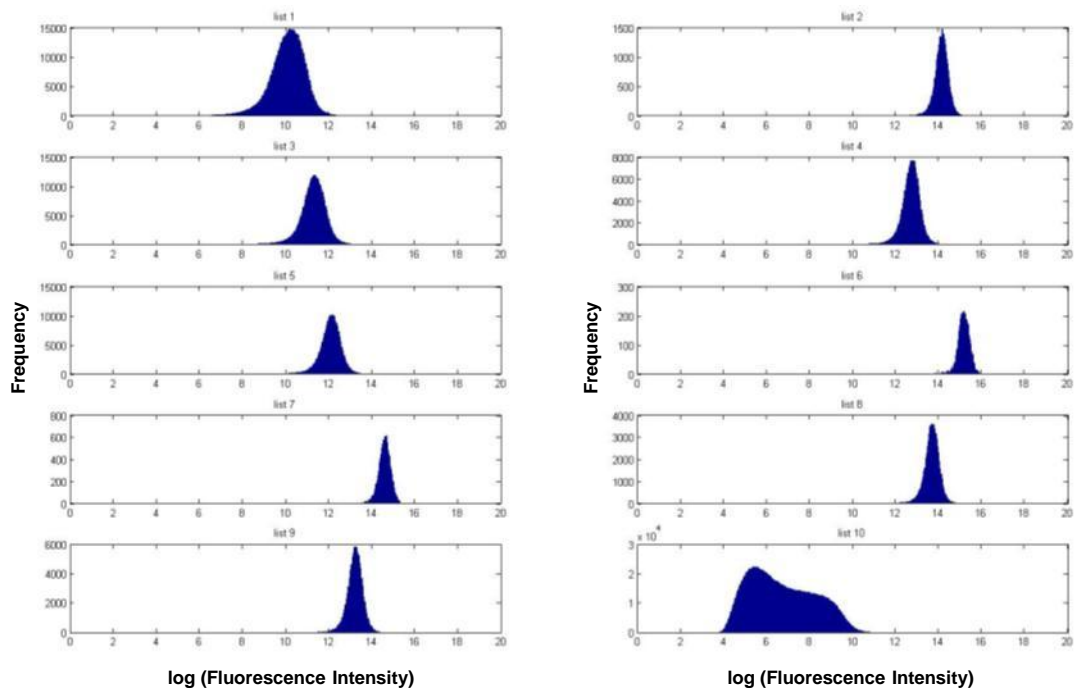

**Figure S4**

**Figure S4.** k-means clustering of fluorescence  $\log_2$  intensities. Increasing values of  $k$  were used until only one cluster displayed bimodal distribution ( $k = 10$ ) with a low expression level mean value.

# Supplementary material for: The plasticity of the grapevine berry transcriptome
**Source:** Genome Biol. 2013 Jun 7;14(6):r54. doi: 10.1186/gb-2013-14-6-r54
**Supplement:** Additional File 12 — Figure S5. Enriched GO terms for the 1,478 plastic genes listed in Dataset S4. The network graphs show BiNGO visualizations of the overrepresented GO terms. Categories in GoSlimPlants [79] were used to simplify this analysis. Non-colored nodes are not over-represented, but they may be the parents of overrepresented terms. Node size is positively correlated with the number of genes belonging to the category. Colored nodes represent GO terms that are significantly over-represented (P value <0.1), with the shade indicating significance as shown in the color bar.

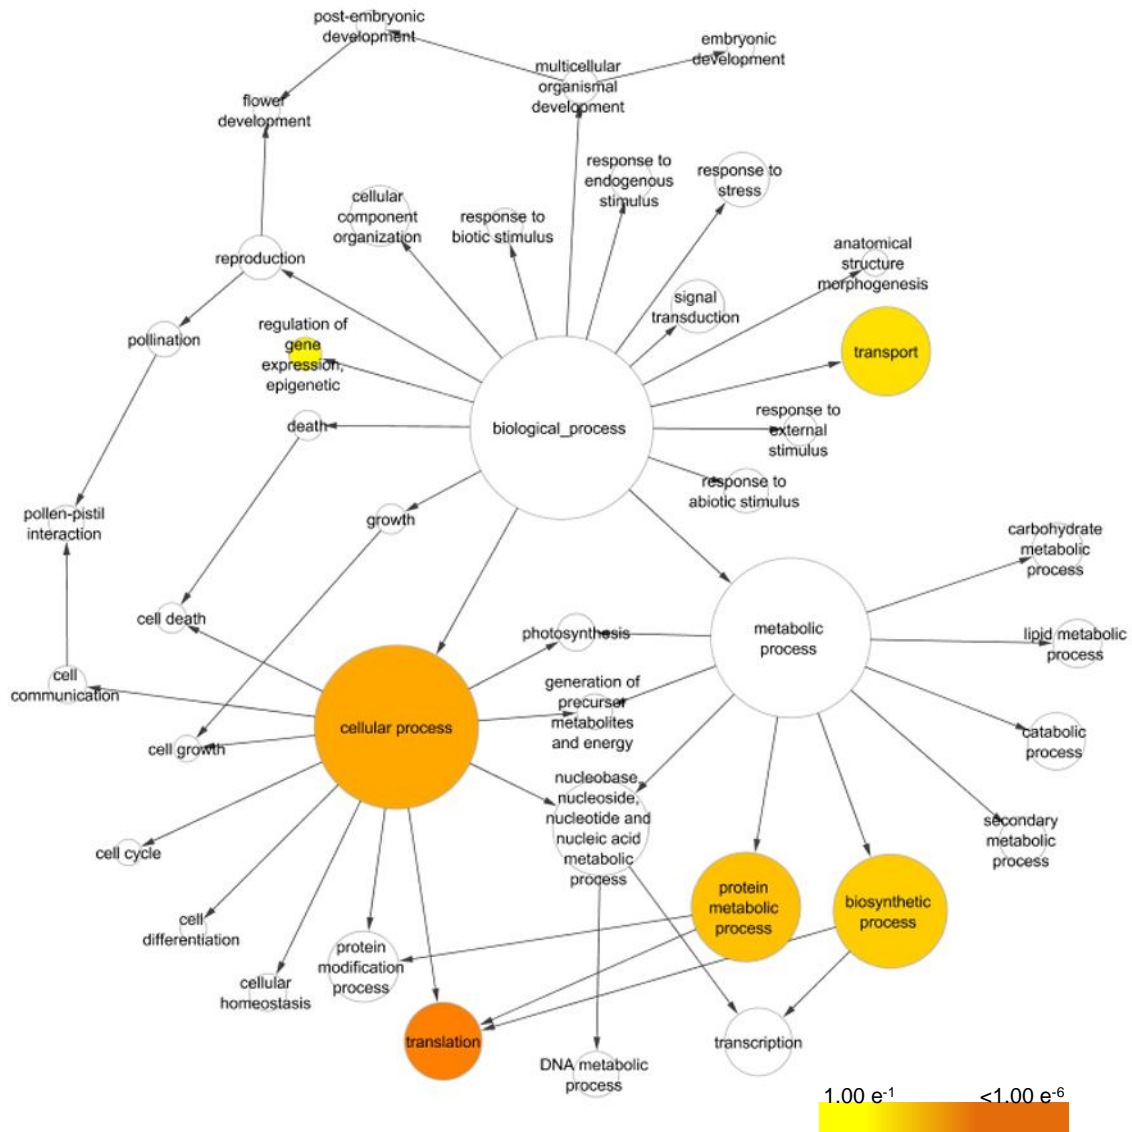

**Figure S5**

**Figure S5.** Enriched GO terms for the 1478 plastic genes listed in Dataset S4. The network graphs show BiNGO visualizations of the overrepresented GO terms. Categories in GoSlimPlants [71] were used to simplify this analysis. Non-colored nodes are not overrepresented, but they may be the parents of overrepresented terms. Node size is positively correlated with the number of genes belonging to the category. Colored nodes represent GO terms that are significantly overrepresented (p value < 0.1), with the shade indicating significance as shown in the color bar.

# Supplementary material for: The plasticity of the grapevine berry transcriptome
**Source:** Genome Biol. 2013 Jun 7;14(6):r54. doi: 10.1186/gb-2013-14-6-r54
**Supplement:** Additional File 13 — Figure S6. Validation of O2PLS-DA model. The three-latent-component O2PLS-DA model in Figure 3E was partially cross-validated and a permutation test (100 permutations) was used to highlight putative overfitting.

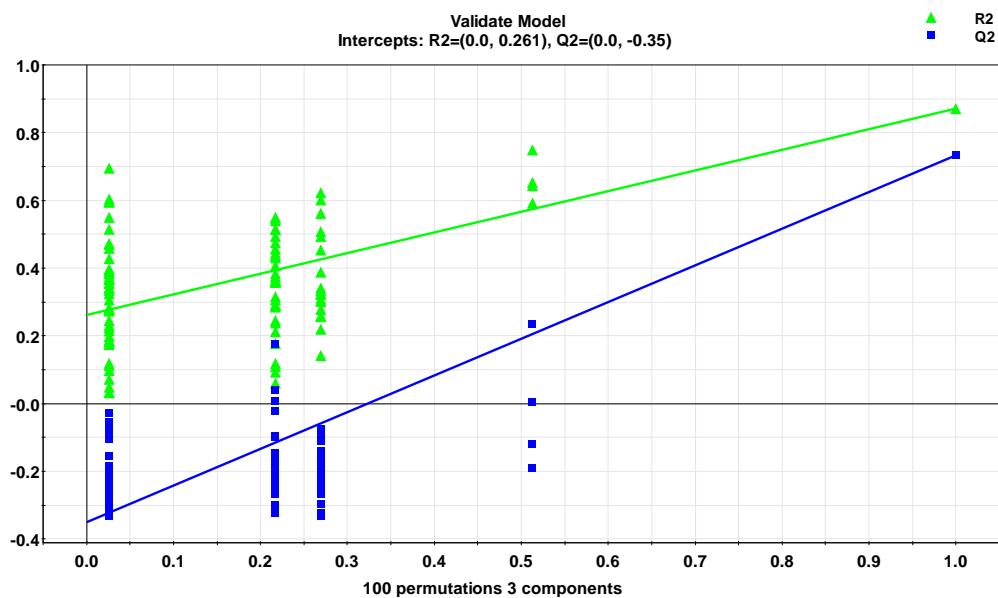

**Figure S6**

**Figure S6.** Validation of O2PLS-DA model. The three-latent-component O2PLS-DA model in Figure 3E was partially cross-validated and a permutation test (100 permutations) was used to highlight putative overfitting.

# Supplementary material for: The plasticity of the grapevine berry transcriptome
**Source:** Genome Biol. 2013 Jun 7;14(6):r54. doi: 10.1186/gb-2013-14-6-r54
**Supplement:** Additional File 19 — Figure S8. Differentially modulated genes at harvesting. (a) Cluster dendrogram of the third developmental stage dataset using the average expression value of the three biological replicates. Pearson's correlation values were converted into distance coefficients to define the height of the dendrogram. Different colors indicate the disparity in the degree of ripening as analyzed in (c). (b) Differentially-expressed genes between the two groups of vineyards highlighted in (a). A t-test (α = 0.05) was performed between the two groups of vineyards, and a k-means analysis was computed using Pearson's distance to generate the line plots. (c) Functional category distribution of the differentially-modulated genes between the two groups of vineyards during harvesting. Transcripts were grouped into the 18 most represented functional categories, based on Plant GO Slim classification of biological processes. Sample VM083, GIV083, CC083, PM083, AM083, and FA083 category distribution is depicted in purple, while sample CS083, PSP083, BA083, BM083, and MN083 category distribution is depicted in light green. (d) Total acidity, expressed in g/L of tartaric acid and °Brix/total acidity of samples from the third developmental stage. Values represent mean ± standard deviation of three biological replicates. Different colors indicate the disparity in the degree of ripening as shown in (a) and in (c).

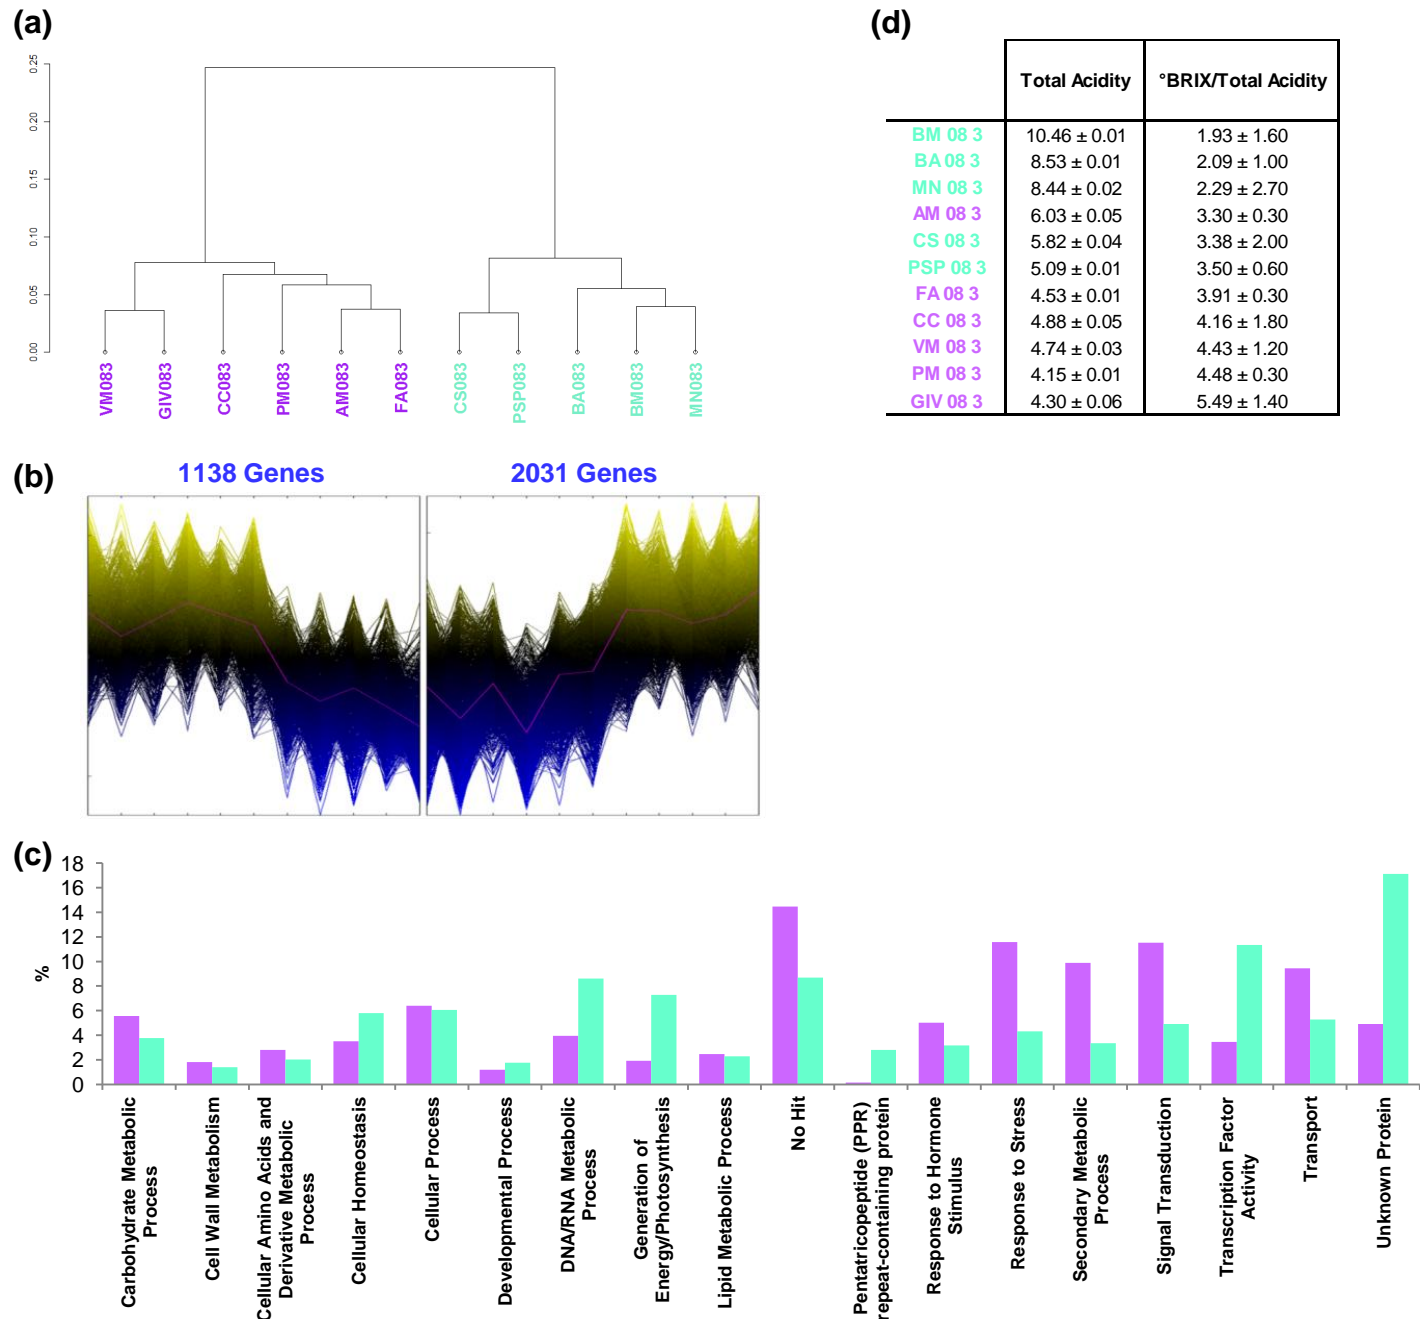

**Figure S8**

**Figure S8.** Differentially modulated genes at harvesting.

**(a)** Cluster dendrogram of the third developmental stage dataset using the average expression value of the three biological replicates. Pearson's correlation values were converted into distance coefficients to define the height of the dendrogram. Different colors indicate the disparity in the degree of ripening as analyzed in (c).

**(b)** Differentially-expressed genes between the two groups of vineyards highlighted in (a). A t-test ( $\alpha = 0.05$ ) was performed between the two groups of vineyards, and a k-means analysis was computed using Pearson's distance to generate the line plots.

**(c)** Functional category distribution of the differentially-modulated genes between the two groups of vineyards during harvesting. Transcripts were grouped into the 18 most represented functional categories, based on Plant GO Slim classification of biological processes. Sample VM083, GIV083, CC083, PM083, AM083 and FA083 category distribution is depicted in purple, while sample CS083, PSP083, BA083, BM083 and MN083 category distribution is depicted in light green.

**(d)** Total acidity, expressed in g/l of tartaric acid and °Brix/total acidity of samples from the third developmental stage. Values represent mean ± standard deviation of three biological replicates. Different colors indicate the disparity in the degree of ripening as shown in (a) and in (c).

# Supplementary material for: The plasticity of the grapevine berry transcriptome
**Source:** Genome Biol. 2013 Jun 7;14(6):r54. doi: 10.1186/gb-2013-14-6-r54
**Supplement:** Additional File 21 — Figure S9. Non-plastic genes. Stage-specific datasets were analyzed by SAM multiclass analysis and one-way ANOVA (11 groups). Transcripts not shown to be significant in either analysis (that is, not differentially modulated) were tested for stage-specificity. The Venn diagram was calculated using Venn [84] and redrawn.

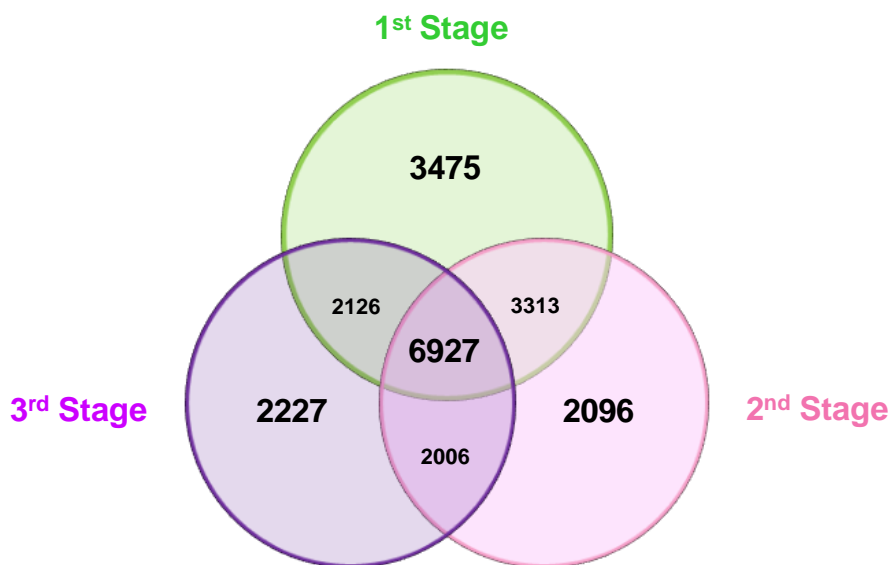

**Figure S9**

**Figure S9.** Non-plastic genes. Stage-specific datasets were analyzed by SAM multiclass analysis and one-way ANOVA (11 groups). Transcripts not shown to be significant in either analysis (i.e. not differentially modulated) were tested for stage-specificity. The Venn diagram was calculated using Venn (<http://bioinformatics.psb.ugent.be/webtools/Venn/>) and redrawn.

How the deposited data were processed for this re-analysis (not part of the article)

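The authors deposited linear Cy3 intensity values for every probe of 171 arrays, quantile normalized over all arrays together. The values were used as deposited, and no background was subtracted. Of the probes, 117,999 represent genes, 19,605 are random control probes and 1,759 features are blank. The arrays were assigned to vineyard, year, stage and replicate by their titles and labels, never by their values. The labels also give the slide of each array.

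The values carry probe numbers but no genes. Probes of a gene are numbered in runs of 10 candidates, of which 4 lie on the array, and the numbers were tiled into 29,552 probe sets on that basis, 98 of them with fewer than 4 probes. Neighboring probes of a set had a median Pearson's correlation of 0.567 across arrays, and neighboring probes of different sets 0.0280. The expression of a gene was the log2 of the mean intensity of its probes. Genes were named by matching the median polish of each probe set, not this mean, to the values printed in the supplementary datasets. In Datasets S3 and S10, the median best correlation was 0.9985 and 0.9946 with median polish and 0.9729 and 0.9411 with the mean. A match needed a correlation of at least 0.95, or 0.99 where only 12 columns are given. It also needed a lead of at least 0.01 over the next probe set. This named 5,405 genes without a conflict between datasets. Dataset S9 gives only stage averages, which were matched within 0.3 (log2). On 19 genes that were already named, this rule was right in 19, and it named 152 of 205 genes.

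Of the supplementary datasets, S1, S6, S7, S9 and S10 were held in full and S2, S3, S4 and S8 in part. No overlap or enrichment was tested against the incomplete ones. Several columns of Datasets S1 and S4 hold the values of another sample than their header names, and the genes were matched by the values.

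Distances were 1 minus Pearson's correlation over all genes between triplicate means. Separations were tested by exact permutation over every assignment of the means, 5,775 for 3 years of 4 vineyards and 462 for groups of 6 and 5 vineyards. Kruskal-Wallis tests used the chi-square distribution at the thresholds that the paper gives, and the exact distribution for 3 stages of 3 arrays. All other comparisons were fitted with limma (lmFit and eBayes) with Benjamini-Hochberg or Bonferroni adjustment. Random blocks were fitted with duplicateCorrelation. SAM was written anew at the paper's false discovery rate and groups, with 100 permutations, since the paper does not give their number. K-means used k = 10, Pearson's correlation and a fixed seed.

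Genes named in the text were chosen by a rule fixed before the data were examined. It takes every gene that the paper names by identifier, members of the families it names as counts, and for each limma comparison the 3 genes with the largest difference among those past the threshold with 1 direction in every vineyard. The genes named as low in vineyard MN at veraison in 2007 are an exception and were picked after their values were seen.

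Alternatives tried were quantile normalization of the gene values, the median or the median polish of a gene's probes, addition of 50 to the intensities, single probes, removal of each replicate or vineyard in turn, genes above the median level, other thresholds, other distances and linkages, blocks for vineyard, replicate and slide, subtraction of slide effects or of the random-probe level, covariates for degrees Brix and total acidity, and the 13,752 genes with the highest level. For 18 counts of genes, the labels were reassigned up to 100 times to see how often other splits give as many.

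The probe sets and the tests were tested on simulated data. Of 3,000 simulated sets, 3,000 were rebuilt. An effect of 1 (log2) was given to 2,000 of 29,552 genes. For 3 years it was the step from each year to the next. For 11 vineyards it was the SD of random vineyard effects, and in the other comparisons the shift between groups. The Kruskal-Wallis test recovered 63.1% for 3 years of 4 means and 90.1% for 11 vineyards of 3. Limma recovered 87.5% for 2007 against 2006 and 2008, 93.3% for 11 vineyards of 3 arrays and 69.4% for 6 against 5 vineyard means. SAM recovered 93.6%. With an effect of 0.5, these shares were 12.9%, 43.8%, 2.80%, 38.8%, 0% and 37.2%.

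The number of arrays, 3 per combination of vineyard, year and stage, limits the precision. Between 49.3% and 97.0% of the genes on an array exceeded the 95th percentile of its random control probes. Functional categories, the discriminant analysis of the vineyard clusters and the metabolite measurements were left out. Total acidity and degrees Brix were taken from Table S3.

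Versions were R 4.3.3, limma 3.58.1, statmod 1.5.0, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and scikit-learn 1.9.0.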

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

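The tests of explanations in this part were chosen after the results were seen. In 57 groups of 4 to 6 samples, the highest and the lowest sample were compared with the others by their gap relative to the range, and 4 groups held a sample far from the rest. Chance gives about 1 in 20.

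The constitutive gene VIT_06s0061g00550 had a log2 intensity of 7.74 in MN at veraison in 2007, where the other 56 combinations of vineyard, year and stage lay between 15.12 and 15.67. The slide is excluded as the source, since the gene was at 15.23 to 15.54 in the other 6 arrays of that slide. A single failed array is also excluded, because the gene was low in each of the 3 arrays (6.26 to 8.79). It was at 15.38 in MN at mid-ripening of 2007. The gene is not alone. Of 86 genes that were lower by more than 2 (log2) in 1 of the 57 combinations than in any other, 84 were low in this one. Their median there was 7.42, against 12.86 in MN at mid-ripening of 2007, 12.06 and 12.93 in MN at veraison of 2006 and 2008, and 12.62 in the other arrays of the slide. Among the 17 that could be named, chosen after their values were seen, were VvMYBA1 (VIT_02s0033g00440; 4.95, next lowest 8.22), a 9-cis-epoxycarotenoid dioxygenase (VIT_02s0087g00930; 6.24, next lowest 9.70), the ripening-related grip22 (VIT_06s0004g02560; 6.78, next lowest 11.28) and the expansins VIT_13s0067g02930 and VIT_17s0053g00990. Genes that were higher by more than 2 (log2) in 1 combination than in any other numbered 117. Of these, 53 were high in PSP at veraison in 2007, 41 in PSP at mid-ripening in 2007 and 13 in MN at veraison in 2007, so MN is not the only sample of 2007 that stands apart, and no explanation was tested for PSP. For the genes low in MN, a candidate explanation is that these berries were taken at an earlier point of development. Table S3 gives the sample a total acidity of 40.5 g/L (22.4 to 40.8 in the other 11 vineyard-years) and 10.0 °Brix at the following mid-ripening (13.4 to 18.6 in the others). On the overall change from veraison to mid-ripening, however, the sample ranked 4 of 12 from the least advanced, so berries taken at an earlier point of development and another difference of this sample cannot be told apart. A mix-up with an outside sample was not tested.

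The difference of 2007 from 2006 and 2008 was not the same at veraison as at the later stages. In a limma fit with an interaction term, 1,167 genes had an adjusted p below 0.05. Chance can be excluded, since 1 of 81 splits, the real one, gave as many. The count fell to 231 without MN, 412 without PSP, 535 without CS and 895 without AM. The MN sample of veraison 2007 may therefore carry part of this difference, but a fit without MN also has fewer samples, which leaves the explanation open. The climate of the years, which differs between stages, remains as an untested biological explanation.

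PM had a mean of 70.9 on the first harvest component, far from the other vineyards of the first group (20.1 to 34.8). The SD of its 3 arrays was 11.0. The level of the random control probes, a technical explanation that applies, does not account for the separation of the groups, which was 0.00634 with that level subtracted. No explanation was tested for PM alone. Table S3 gives PM the lowest total acidity of the 11 vineyards (5.50 g/L).

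PSP lay closer to the other vineyards of the second harvest group (mean distance 0.0144) than these did to each other (0.0165 to 0.0172). No technical or biological explanation was tested.

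The rise of VIT_03s0088g00690 from veraison to harvest in 2008 was 3.87 (log2) in AM, against 5.40 to 5.69 in CS, MN and PSP. Over all 11 vineyards of 2008 the rise went from 1.58 to 6.62, so AM stands apart among these 4 vineyards only. With single probes or median polish, the rise over the vineyards was smaller (2.46 and 2.32). No explanation was tested for AM.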

How the results depend on the processing

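In total, 28 results were recomputed under 395 alternatives, of which 338 were set before the data were examined. The other 57 tests were chosen after the values were seen. They are those with median polish, an unpaired t-test, the random-probe level subtracted, single stages of ripening, covariates for degrees Brix and total acidity, distances without normalization to veraison, plastic genes among the highest genes at a P threshold of 0.05, and single vineyards left out of the comparisons between years. No result reversed its direction. In 244 cases the direction and the side of the threshold were kept, or the count stayed within a factor of 1.5. In 5 cases a test no longer passed its threshold, and in 146 a value moved, 77 upward and 69 downward. Except where its construction is named, the cause of a change was not tested.

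The separations of samples kept their direction and stayed below an exact permutation p of 0.05 under all alternatives run for them. By year at veraison, 17 alternatives gave a difference of distances between 0.0139 and 0.0671, with exact permutation p between 0.000173 and 0.00714. During ripening, 17 gave 0.00769 to 0.202, with exact permutation p between 0.000173 and 0.00357. For the groups of vineyards at harvest, 23 gave 0.00634 to 0.0219, with exact permutation p between 0.00216 and 0.00952. The division of the trees depended on the linkage. The adjusted Rand index of 3 groups against year at veraison was 0.0378 with average, 0.408 with complete and 0.368 with Ward's linkage, and that of 2 groups at harvest against the paper's groups was 0.0128 with average and complete and 1 with Ward's linkage.

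Adjusting the Kruskal-Wallis tests for the number of genes left 0 genes at a Benjamini-Hochberg adjusted p below 0.05 in each of these comparisons: years at veraison, vineyards in 2006, 2007 and 2008, plastic genes, training system, area, row direction and rootstock. For years at veraison and for vineyards in 2006, 2007 and 2008, the 12 means nearly fix this outcome. The smallest P that the test can give is 0.00728 for 3 years of 4 means and 0.0156 for 4 vineyards of 3, so 4,301 and 9,200 genes would have to reach it to pass. For the plastic genes, 3 means per vineyard limit the smallest P as well. Without adjustment, P lay below 0.05 for 7,473 genes between years at veraison, 3,292, 7,321 and 938 between vineyards in 2006, 2007 and 2008, 3,026 plastic genes, 2,486 for training system, 2,889 for area, 1,003 for row direction and 1,679 for rootstock. The limma F test on the same means called 3,670, 698, 6,237, 0, 1,287, 3, 1, 0 and 0 genes in these comparisons in turn at an adjusted p below 0.05. Where limma called 0, the unadjusted p lay below 0.05 for 2,109 genes in 2008, 916 for row direction and 1,667 for rootstock. On 11 vineyard means, limma called 0 genes for training system, area, row direction and rootstock, with 1,954, 2,298, 549 and 898 below an unadjusted 0.05. With stage as a covariate and vineyard as a random block, limma called 0 genes for training system (2,163 below an unadjusted 0.05) and 1 for area.

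With other units or terms, the count between years at veraison was 13,024 for the Kruskal-Wallis test on 36 arrays, 3,414 for limma with vineyard as a block, 7,101 with vineyard-year as a random block, 16,170 with slide as a random block and 2,736 with total acidity as a covariate. The test on arrays counts replicates of a vineyard as independent. Limma with vineyard and stage gave 6,691 genes in 2006, 12,337 in 2007 and 174 in 2008, and 3,907 plastic genes on 33 means, 9,723 on 99 arrays and 6,837 on 99 arrays with slide as a random block. Genes changing with stage per vineyard numbered 6,097 with a chi-square P threshold of 0.05 and 7,141 with limma.

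The replicate letters do not pair arrays across groups. The mean correlation of deviations from the group means was 0.0023 for arrays of the same letter and -0.001 for arrays of different letters. A replicate block gave 7,030 genes between years at veraison, 9,600 plastic genes, 5,601 genes changing with stage per vineyard, 7,662 genes between vineyards at harvest and 5,760 with 2-fold differences, 18,163 genes between stages and 13,439 after Bonferroni adjustment, and 7,799 genes not differing between vineyards. For ripening, arrays paired to the veraison array of the same letter gave 11,653 genes with this block.

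Testing each probe on its own, which takes 117,999 probes in place of 29,552 genes, raised most counts. They were 1,954 between years at veraison, 12,768, 27,022 and 4,490 between vineyards in 2006, 2007 and 2008, 103,585 kept by k-means, 10,094 changing with stage per vineyard, 1,968 plastic, 4,522 for training system, 3,103 for area, 949 for row direction, 1,706 for rootstock, 17,085 between vineyards at harvest, 16,140 with 2-fold differences, 3,218 between the harvest groups, 51,103 between stages, 29,741 after Bonferroni adjustment, 51,433 not differing between vineyards, 11,077 for ripening, and 24 rising and 64 falling markers. The percentile of the constitutive genes was then 1.97. The slide effect on replicates was 0.00426 for probes (permutation p = 0.111) and 0.00385 for the median of a gene's probes (permutation p = 0.051), so it passed a p of 0.05 in neither. Over its 7 alternatives, the permutation p lay between 0.00504 and 0.111.

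Leaving out 1 replicate of each group leaves 2 arrays, and the counts that moved by more than a factor of 1.5 depended on which replicate was left out. Between vineyards at harvest there were 649 genes without replicate A, 828 without B and 1,578 without C, and with 2-fold differences 649, 828 and 1,532. Between the harvest groups the counts were 56, 86 and 507, and genes not differing between vineyards numbered 19,235, 18,355 and 18,454. The share of the first harvest component was 41.0% to 43.2%. Vineyards in 2006 differed in 1,684 genes without replicate C, and up to 3,811 without A. Plastic genes numbered 245 without A and 171 without C, up to 333 without B. For area, there were 444 without B, up to 933 without A. For row direction, there were 117 without A and 139 without B, up to 267 without C. For rootstock, there were 187 without A, up to 321 without C. Falling markers numbered 23 without A, up to 30 without B.

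Leaving out 1 vineyard gave 368 (CS), 1,270 (AM), 1,945 (MN) and 2,577 (PSP) genes between years at veraison in limma, and 1,608 (MN), 1,778 (CS), 1,880 (PSP) and 3,226 (AM) genes for ripening. Plastic genes numbered 202 without GIV, 211 without BM, 213 without VM and 213 without PSP, and at most 459 without MN. Between the harvest groups, 309 genes were called without MN, 629 without PM, 832 without BM and 869 without PSP, and at most 1,343 without FA. Each such fit also has fewer samples.

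Fewer genes were tested when the 13,752 genes with the highest level were taken, with 195 plastic genes (1,642 at a P threshold of 0.05), 503 for training system, 379 for area and 2,586 changing with stage per vineyard. Genes above the median level gave 5,730 between vineyards at harvest.

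For ripening, 2,824 to 3,569 genes were called without a replicate. The methods' t-test gave 764 genes after Benjamini-Hochberg adjustment. Averaging the stages first gave 139, mid-ripening alone 115, harvest alone 33, and the comparison with 2008 alone 1,531. Each has fewer values per test, and both stages of a vineyard and year share the veraison mean that was subtracted, so the fit of both stages counts values that are not independent. An unpaired t-test gave 6,495 genes, and 6,102 with median polish. With degrees Brix as a covariate, 1,738 were called (1,004 higher and 734 lower), of which 1,298 were called in the same direction without it. The share of called genes that were higher in 2007 was 49.9%, but 59.6% with the median of a gene's probes (1,935 higher and 1,311 lower), 60.4% with median polish (2,065 and 1,355) and 60.5% for single probes (6,698 and 4,379). It was 28.7% for mid-ripening alone (33 and 82) and 41.7% with the stages averaged first (58 and 81).

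Between the harvest groups, the methods' t-test gave 2,599 genes (1,131 higher and 1,468 lower in the first group), 803 after adjustment (350 and 453), 862 with the random-probe level subtracted and 125 with total acidity as a covariate. The share of higher genes, 26.2%, was 43.5% and 43.6% with the t-test and 42.7% for 33 arrays with vineyard as a random block (695 and 933), but 8.00% with total acidity as a covariate (10 and 115). Without replicate A it was 37.5% (21 and 35), without B 37.2% (32 and 54) and without C 46.8% (237 and 270).

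Between vineyards at harvest, SAM gave 17,427 genes (14,237 with median polish), slide as a random block 15,902 and subtraction of slide effects 20,480. With 2-fold differences, these were 11,236, 9,783, 10,130 and 15,595, and a limit of 3-fold left 3,339.

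The first 5 components of the plastic genes explained 73.2% with the median of a gene's probes, 73.1% with median polish, 66.8% for genes at P below 0.05, 77.8% for genes that were centered only and 67.6% for the matched genes of Dataset S4. The share of the first harvest component was 26.4% over all genes and 36.5% for centered genes. Its relation to total acidity over 11 vineyards (r = -0.704, permutation p = 0.0142) did not pass 0.05 over all genes (r = -0.563, permutation p = 0.0692) or without replicate A (r = -0.596, permutation p = 0.053), and reached r = -0.769 without replicate B. In place of acidity, soluble solids gave 0.236 (permutation p = 0.499) and the ratio of soluble solids to acidity gave 0.732 (permutation p = 0.0115). The permutation p over these alternatives ranged from 0.00446 to 0.499.

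The marker rule with a step of 0.5 gave 62 rising and 141 falling genes, without the SD limit 41 and 102, in 2006 145 and 309, and in 2007 37 and 75. With 50 added to the intensities, 17 genes rose. The percentile of the SD of the constitutive genes was 1.38 with 50 added, 0.799 among genes above the median level and 3.27 over 2006 and 2007.

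For 34 values of named genes and lists, 8 settings each gave 272 values, of which 269 stayed within 1 SD and 270 kept their sign. The exceptions in size were VIT_03s0088g00690, whose rise of 4.64 (log2) was 2.32 with median polish and 2.46 for single probes, and the probe set starting at VitusP00127374, whose difference of -2.56 was -1.56 with 50 added. The sign changed for the median of the heat shock proteins outside Dataset S6, which lay between -0.04 and 0.06 over the settings.

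The signal over background limits what low genes can show. Between 49.3% and 97.0% of the genes on an array exceeded the 95th percentile of its random control probes, so on the weakest array about as many genes lay within the background as above it. In simulated data, a step of 0.5 (log2) from each year to the next was recovered in 12.9% of genes by the Kruskal-Wallis test. A shift of 0.5 was recovered in 2.80% by limma for ripening and in 0% by limma between the harvest groups.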

Differences from the paper's values

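For 10 of 27 values compared, the difference from the paper's value exceeded a factor of 1.5 and the error. The alternatives named here were set before the data were examined unless stated otherwise. The printed values of the supplementary datasets followed median polish of a gene's probes more closely than the mean used here. With median polish, chosen after the values were seen, 3,679 genes per vineyard changed with stage on average. Between the harvest groups, it gave 277 genes higher in the first group and 1,005 in the second.

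The k-means filter kept 25,528 genes here, against the paper's 13,752. All alternatives at the level of genes differed from it as well, with k = 8 (24,818), k = 12 (27,806), Euclidean distance (26,709), quantile normalization (25,305), the median of a gene's probes (26,198) and 50 added (27,363), as did single probes (103,585).

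Genes changing with stage averaged 4,011 per vineyard, against the paper's 8,381. A chi-square P threshold of 0.05 (6,097), single probes (10,094), limma (7,141) and limma with a replicate block (5,601) did not differ by the same rule. All genes (4,078), the 13,752 genes with the highest level (2,586), quantile normalization (3,960), the median of a gene's probes (3,489) and 50 added (4,044) did.

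Plastic genes numbered 370, against the paper's 1,478. Single probes (1,968) and the limma F test on the same means (1,287) did not differ. A P threshold of 0.05 (3,026), the Kruskal-Wallis test with Benjamini-Hochberg adjustment (0 genes), all genes (488), the 13,752 genes with the highest level (195), quantile normalization (313), the median of a gene's probes (337), 50 added (487), limma with vineyard and stage (3,907), the fits of 99 arrays (6,837 to 9,723) and the fits without a replicate (171 to 333) or a vineyard (202 to 459) did. The 13,752 genes with the highest level at a P threshold of 0.05 gave 1,642, a setting chosen after seeing the values, which drops 246 of the 1,034 matched genes of Dataset S4. As a share of the array, the plastic genes were 1.25%, against the paper's value of about 5%. The limma F test gave 4.36% and did not differ, and the other settings of genes named here did. As a share of the genes changing with stage they were 9.23%, against the paper's value of about 18%. With 50 added, the share was 12.0% and did not differ, while all genes (12.0%), the genes with the highest level (7.54%), quantile normalization (7.90%) and the median of a gene's probes (9.66%) did.

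Training system separated 782 genes, against the paper's 373. The 13,752 genes with the highest level (503) and the fit without replicate A (533) did not differ. All genes (1,022), quantile normalization (741), the median of a gene's probes (916), 50 added (937), single probes (4,522), the fits without replicates B (711) and C (789), and adjusted or limma tests (0 to 3) did.

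The marker rule gave 11 rising genes, against the paper's 115. The rule applied to 2006 (145), where it takes 4 vineyards in place of 11, did not differ. A step of 0.5 (62), no SD limit (41), 2007 with 4 vineyards (37), single probes (24), 50 added (17), quantile normalization (11), the median of a gene's probes (8) and the fits without a replicate (9 to 11) did. The rule gave 37 falling genes, against the paper's 90. Single probes (64), no SD limit (102) and 2007 with 4 vineyards (75) did not differ. A step of 0.5 (141), 2006 with 4 vineyards (309), 50 added (38), quantile normalization (32), the median of a gene's probes (36) and the fits without a replicate (23 to 30) did.

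Between the harvest groups, 359 genes were higher in the first group and 1,011 in the second, against about 1100 and about 2000 in Fig. S8b, read by eye. The methods' t-test (1,131 and 1,468) and single probes (871 and 2,347) did not differ. The t-test after adjustment (350 and 453), 33 arrays with vineyard as a random block (695 and 933), quantile normalization (442 and 956), the median of a gene's probes (295 and 913), 50 added (296 and 1,106), and the fits without a replicate (21 to 237 and 35 to 270) or a vineyard (63 to 373 and 246 to 1,011) did.

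The paper finds that samples of some vineyards fall into different clusters of the plastic genes. Here, the 3 stages of each of 11 vineyards stayed in 1 of 4 clusters with Ward's linkage, in genes selected for differences between vineyards.

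The paper names training system and area as the traits with statistical results. No gene passed a Benjamini-Hochberg adjusted p of 0.05 for either in the Kruskal-Wallis test (smallest, 0.192 and 0.314; 2,486 and 2,889 genes below an unadjusted 0.05).

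For area, the paper assigns the absence of transcripts, and not their presence, to single areas. Of 757 genes, 388 had 1 area below the others and 369 had 1 area above them.

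The paper assigns the expression of secondary metabolism to the first harvest group. Of 17 matched genes of stilbene, flavonoid or terpene metabolism, 12 were higher in the second group.

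The paper describes its markers as changing to the same extent in all vineyards. Of the matched genes, 70 of 84 rising and 27 of 68 falling markers differed between vineyards at harvest in limma at an adjusted p below 0.001.

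The paper presents the xyloglucan endotransglucosylase/hydrolases as more expressed in 2006 and 2008. The 6 of the readable part of Dataset S2 were lower in 2007 but not called, and 3 of 4 others were higher in 2007, with 1 called. The readable part holds genes that the paper listed for lower levels in 2007. The direction of the genes outside it can follow in part from that choice, so they do not decide the paper's statement.

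For the second veraison cluster, the text gives 2 genes more than the 45 that Dataset S1 lists. In Dataset S4, which the text describes at a P threshold of 0.01, 138 of the 1,050 readable genes list a smaller P, and the largest listed is 0.05. The plastic genes counted here at 0.01 were therefore set beside a list that reaches 0.05.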

Other observations

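The tests of explanations reported here were chosen after the results were seen, apart from the reassignments of labels in this part and the test whether years share slides, which were set before.

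Labels were reassigned to see how often other splits give as many genes. Chance can be excluded for the genes between years at veraison (1 of 100 splits as large, the real one), for those between vineyards in 2006 (1 of 100 splits), 2007 (1 of 100 splits) and 2008 (3 of 100 splits), for the plastic genes (1 of 100 splits), the genes changing with stage per vineyard (1 of 100 splits), the ripening genes (1 of 81 splits), the genes between vineyards at harvest and those with 2-fold differences (1 of 100 splits each), the stage genes before and after Bonferroni adjustment (1 of 100 splits each) and, for counts as small, the genes that do not differ between vineyards (1 of 100 splits). Chance cannot be excluded for training system (16 of 100 splits of whole vineyards gave as many genes), area (21 of 100 splits), row direction (65 of 100 splits) and rootstock (74 of 100 splits). For the genes between the harvest groups, 1 of 100 splits gave as many, but the groups had been formed on the same values, so this test cannot exclude chance.

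Of the 12 slides with veraison arrays of the 4 vineyards, 1 holds such arrays of more than 1 year. On this slide, arrays of PSP of 2006 and of 2007 were 0.0835 apart over 9 pairs, against 0.0546 for arrays of the same year on different slides and of different vineyards, but it covers 1 vineyard only. With slide effects estimated over all 171 arrays subtracted, the separation by year was 0.0268 (exact permutation p = 0.000346). These effects rest on triplicates that span slides, and no such triplicate links the slides of AM, CS and PSP at veraison in 2007 to those of 2008. The years hybridized apart and the years of growth can therefore not be told apart. Arrays of one slide resembling each other are excluded as the whole source of the separation by year, which was 0.0165 over pairs of arrays on different slides and of different vineyards. The background level of the arrays is excluded as well, since the separation was 0.0177 after the trend with the random-probe level was subtracted.

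Fewer genes differed between vineyards in 2008 than in 2007. Noisier replicates in 2008 are excluded as the source, since the median SD between replicates was 0.279 (log2) in 2007 and 0.283 in 2008. Against 2006, with 3,292 genes, noisier replicates in 2008 stay open. The SD between replicates was 0.209 in 2006, and that between vineyards was 0.288 in 2006 and 0.299 in 2008. Whether the vineyards or the season made the difference was not tested.

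The ripening genes of 2007 could reflect lower soluble solids in 2007, which Table S3 shows at mid-ripening (12.8 ± 1.90 °Brix, SD, n = 4, against 18.1 ± 0.56 in 2006 and 15.4 ± 1.00 in 2008). The difference at mid-ripening had a two-sided exact permutation p of 0.0247, adjusted 0.123 over 5 comparisons of indexes, and that at harvest, where 3 of 4 vineyards were lower, of 0.136 (adjusted 0.231). Total acidity at mid-ripening averaged 11.1 ± 1.21 g/L (SD, n = 4) in 2006, 10.8 ± 3.54 in 2007 and 22.7 ± 6.94 in 2008 (two-sided exact permutation test of 2007 against the other years, p = 0.185, adjusted 0.231), so by acidity 2007 lay near 2006 and apart from 2008. At harvest, the test of acidity gave a two-sided exact permutation p of 0.148 (adjusted 0.231). Lower soluble solids are excluded as the whole source, as far as a linear term can show, because 1,298 of the 3,767 genes were also called in the same direction with degrees Brix as a covariate in the limma fit.

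The rising markers of Dataset S9 rose less in 2007 than in the mean of 2006 and 2008, with a mean difference of -1.69 (log2) over 4 vineyards (two-sided exact permutation test over 81 relabelings of the years, p = 0.0123, the smallest possible). The chance assignment of years within vineyards is thereby excluded. The falling markers fell less, by 0.74 (two-sided exact permutation test, p = 0.0123). The paper selected both lists for large changes in 2008, so smaller changes in 2007 can follow in part from that choice. In 2006, which was not used to select them, the median change was 3.17 in the rising and -3.73 in the falling markers, against 1.46 and -2.97 in 2007. A lower degree of ripening at harvest in 2007 was not tested as the source.

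The harvest groups were compared with explanations other than ripening. The background level of the arrays differed between them, with a log2 random-probe level of 5.00 ± 0.10 (SD, n = 6 vineyards) in the first group and 4.84 ± 0.06 (SD, n = 5) in the second (two-sided exact permutation test, p = 0.013). It is excluded as the whole source of the separation, which was 0.00634 with its trend subtracted (exact permutation p = 0.00216). A lasting difference between the vineyards stays open. On the first harvest component, AM, the only vineyard of the first group sampled in all years, scored -52.6 at harvest 2006, below CS (-48.8), MN (-29.4) and PSP (-8.83) of the second group, while in 2007 it scored highest of the 4 (-2.52), so 1 vineyard decides nothing. Total acidity cannot be told apart from the groups either. With acidity as a covariate, 125 genes were called in place of 1,370, and acidity itself differs between the groups. Over 11 vineyards in these separate groups, the component had a Pearson's r of -0.704 with acidity (permutation p = 0.0142, adjusted 0.0190) and a Spearman's rho of -0.536 (permutation p = 0.0945, adjusted 0.126). Without BM and BA, r was -0.658. With the ratio of soluble solids to acidity, r was 0.732 (permutation p = 0.0115, adjusted 0.0190), or 0.748 without BM and GIV, and rho 0.609 (permutation p = 0.0516, adjusted 0.103). With soluble solids, r was 0.236 (permutation p = 0.499, adjusted 0.499) and rho 0.296 (permutation p = 0.374, adjusted 0.374). With the random-probe level, r was 0.746 (permutation p = 0.00876, adjusted 0.0190) and rho 0.773 (permutation p = 0.00725, adjusted 0.0290), and r was 0.673 without the 2 vineyards farthest from the median. The adjustment covers 4 relations, those with 3 indexes and with this level. Within the first group (n = 6), r with the random-probe level was 0.520 (two-sided exact permutation test, p = 0.319, adjusted 0.522). With the trend with this level subtracted from each gene, r with acidity was -0.742 (permutation p = 0.00792), so the background level is excluded as the whole source of that relation.

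The first harvest component was also read as a ripening axis. If it carried on the change from veraison to mid-ripening, mid-ripening samples of 2008 would score above veraison samples. They scored higher in 1 of 11 vineyards, with a mean change of -26.2 ± 20.7 (SD, n = 11), so the change from veraison to mid-ripening carried on is excluded as what the component shows in 2008, the year it was computed on. In 2006 they scored higher in 0 of 4 vineyards and in 2007 in 3 of 4, so this is not settled for 2007. From mid-ripening to harvest the score rose in 6 of 11 vineyards (12.9 ± 30.4, SD, n = 11). The harvest groups were already apart at mid-ripening, by 32.5 (two-sided exact permutation test, p = 0.00649), and not at veraison, where the difference was 10.1 (two-sided exact permutation test, p = 0.366). A stage of ripening after mid-ripening remains open.

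The random control probes differed between vineyards at harvest (permutation p = 0.0069), from 4.77 (log2) in CS to 5.13 in VM. The slide is excluded as the source. In 16 triplicates that span slides, arrays on another slide differed from their replicates by -0.000928 more than replicates on one slide did (permutation p = 0.502), where vineyards differed by 0.132 on average. Labeling and RNA quality were not tested. Over all 171 arrays, 52.0% of the variance of these probes lay between slides (permutation p = 1e-04, the smallest possible).

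In the supplementary values, 30 of the 33 columns of Dataset S4 hold the values of another sample than the header names (correlation with the named sample between -0.528 and 0.664). In Dataset S1, this holds for 3 of 12 columns for the second cluster, 2 for the third and 3 for the fourth. Read as named, 2 of 45 genes of the second cluster and 12 of 168 of the fourth pass the paper's test, and read as held, all of them do.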
